# Overexpression of RPOTmp Being Targeted to Either Mitochondria or Chloroplasts in *Arabidopsis* Leads to Overall Transcriptome Changes and Faster Growth

**DOI:** 10.3390/ijms25158164

**Published:** 2024-07-26

**Authors:** Igor V. Gorbenko, Vladislav I. Tarasenko, Elena Y. Garnik, Tatiana V. Yakovleva, Alexander I. Katyshev, Vadim I. Belkov, Yuriy L. Orlov, Yuri M. Konstantinov, Milana V. Koulintchenko

**Keywords:** *Arabidopsis thaliana*, plant transcriptome, nuclear-encoded RNA polymerases (NEPs), organellar gene expression (OGE), anterograde/retrograde regulation, NAC transcription factors

## Abstract

The transcription of *Arabidopsis* organellar genes is performed by three nuclear-encoded RNA polymerases: RPOTm, RPOTmp, and RPOTp. The RPOTmp protein possesses ambiguous transit peptides, allowing participation in gene expression control in both mitochondria and chloroplasts, although its function in plastids is still under discussion. Here, we show that the overexpression of RPOTmp in *Arabidopsis*, targeted either to mitochondria or chloroplasts, disturbs the dormant seed state, and it causes the following effects: earlier germination, decreased ABA sensitivity, faster seedling growth, and earlier flowering. The germination of RPOTmp overexpressors is less sensitive to NaCl, while *rpotmp* knockout is highly vulnerable to salt stress. We found that mitochondrial dysfunction in the *rpotmp* mutant induces an unknown retrograde response pathway that bypasses AOX and ANAC017. Here, we show that RPOTmp transcribes the *accD*, *clpP*, and *rpoB* genes in plastids and up to 22 genes in mitochondria.

## 1. Introduction

Plant mitochondrial DNA is characterized by great variability in size (from 70 to 11,000 kb) and structure [1]. Typically, angiosperm mitogenomes contain 24 core genes and 17 variable genes [2] encoding tRNA, rRNA, ribosomal proteins, and subunits of respiratory complexes [3]. In addition to known genes, angiosperm mitogenomes also contain numerous open reading frames (ORFs), some of which have been shown to participate in establishing cytoplasmic male sterility (CMS) [4]. However, most mitochondrial ORFs are not conserved among angiosperms and are considered to be nonfunctional [5]. Plastid genomes vary in the range of 120–2000 kb and contain 80–100 genes [6] encoding housekeeping proteins and proteins of photosynthetic apparatus [7].

According to proteomic studies, the functions of mitochondria are performed by ~3000 different proteins, and this rises to up to 8000 proteins for plastids. Most of them (93–99%) are encoded in the nucleus, synthesized in cytoplasm, and imported into mitochondria and chloroplasts [8,9,10,11]. The ratio of the copy numbers of nuclear and organelle genomes in multicellular organisms can reach 1:5000. Plant organellar genomes are characterized by significant variation between the tissues and developmental stages of the plant. Plastid genome copy numbers can reach 50,000 per cell in the mesophilic cells of green leaves [12]. In plants, mitochondrial genome copy numbers are much lower than in animals and vary greatly; some mitochondria in somatic cells may have no DNA at all [13].

Regulation of the organelle gene expression (OGE) is crucial for plant growth and development. This type of regulation occurs mainly at the post-transcriptional level by control of translation, processing, splicing, decay, or RNA editing [14]. A coordinated expression of proteins encoded in both organellar and nuclear genomes provides the correct subunit ratio for proper complex assembly. In photosynthetic organisms, this regulation is complicated by cross-interactions of mitochondria and chloroplasts. Photosynthesis provides substrates for mitochondrial respiration but also depends on a range of compounds synthesized by mitochondria. Thus, these organelles are metabolically interdependent [15,16,17] and require intracellular mechanisms for a coordinated regulation of their functions. Consistent with this, dual localization is very common for mitochondrial and chloroplast proteins [18].

A detailed study of the regulation of proteins targeted to both chloroplast and mitochondria is thought to be a fruitful approach for unraveling complex interconnections between the retrograde pathways of these organelles [19,20]. It was shown that a decrease in prolyl-tRNA synthetase (PRORS1) content (dual-targeted protein in *Arabidopsis*) is associated with a partial loss of mitochondrial respiratory chain proteins and impaired protein synthesis in plastids [21]. The general suppression of nuclear photosynthetic genes has been shown to respond to disturbed mitochondrial and chloroplast translation, implying a synergistic role of the two organelles in the regulation of these genes.

Over 100 proteins have been reported to be dual-targeted to the mitochondria and chloroplasts in *Arabidopsis* [22,23,24]. Within the large group of dual-targeted soluble proteins, there is a strong bias toward proteins involved in nucleotide metabolism, DNA replication, recombination and repair, and tRNA biogenesis and translation [25]. Considering the fact that dual-targeted proteins are involved in organellar transcription, translation, proteolysis, and anti-oxidant defense and metabolism, it appears they are likely to impact many of the pathways activating retrograde signaling.

Mitochondrial and plastid gene expression systems are under the initial control of nuclear-encoded phage-type RNA polymerases (RPOTs), which trigger all transcription events in both organelles [19]. In a number of dicotyledonous plants, including *Arabidopsis*, the transcription of organellar genes is performed by three RPOTs, mitochondrial RPOTm, plastid RPOTp, and dual-targeted RPOTmp [26]. In mitochondria, RPOTm is the main RNA polymerase functioning at every stage of plant development, while RPOTmp transcribes only a few mitochondrial genes [26,27]. However, RPOTmp mitochondrial function is specific and important [27,28,29,30] since its loss leads to a deficiency of mitochondrial respiratory complexes and impaired plant development. RPOTmp transcribes genes that encode the subunits of complexes I (*nad1*, *nad2*, *nad4*, and *nad6*), IV (*cox1*), and a number of other mitochondrial genes, such as the *ccmC*, *rps4*, and *matR* genes [27]. RPOTmp absence leads to a significant decrease in the activity of respiratory complexes I and IV, delayed germination, slower growth, changes in leaf morphology, and late flowering [27,31].

In higher plants, two nuclear-encoded RNA polymerases (NEPs), RPOTp and RPOTmp, are both functional during the early stages of seed germination, i.e., when RPOTp plays the major role in chloroplast transcription [32]. Several plastid housekeeping genes (*rpoB*, *accD*, and *ycf2*) are transcribed by RPOTp [33], while the RPOTmp functions appear to be very limited and have been reliably shown to perform transcription only from the PC promoter of the *rrn16* operon [29]. As plants develop, NEP activity in plastids decreases, and photosynthesis-related genes became actively transcribed by plastid encoded RNA-polymerase (PEP) [32,34]. However, many plastid genes possess both PEP and NEP promoters [33,35].

Organellar gene expressions must be accurately regulated in their response to developmental and environmental changes. When plastid or mitochondrial gene expressions are impaired, a signal transmitted to the nucleus influences the expression of genes related to organelle functions. Thus, the nucleus controls the activity of organelles (anterograde control), and they, in turn, transmit information about their functional state to the nucleus (retrograde control), modulating nuclear gene expression. Reactive oxygen species (ROS) evidently trigger the mitochondrial retrograde response (MRR) in plants, which is most likely mediated by ANAC017 [36]. H_2_O_2_, which is the more stable and abundant ROS molecule, is a potential direct trigger of the retrograde response in both chloroplasts and mitochondria [36]. It is thought that H_2_O_2_ interacts directly with specific thiol-reactive redox proteins (including transcription factors) that regulate the expression of H_2_O_2_-sensitive stress-responsive genes [37]. OGE, along with the redox state of the organelles, ROS, and the metabolite content in organelles, is one of important sources of the retrograde signal to the nucleus [38,39].

Established tools to study the OGE role in retrograde responses include inhibitors of plastid translation (e.g., lincomycin) and line knockout for proteins involved in chloroplast or mitochondrial gene expression, mainly post-transcriptionally, such as PPR-proteins, mitoribosomal proteins, etc. RPOTmp is involved in both mitochondrial and plastid transcription, and we suggest RPOTmp-overexpressing plants could be an interesting tool to manipulate the gene transcription in both types of organelles and to study specific retrograde responses to changes in mitochondrial or plastid gene expression.

In this study, through using *Arabidopsis* plants that overexpress RPOTmp targeted to mitochondria or chloroplasts, as well as the *rpotmp* knockout line, we examined the effect of altered RNA polymerase transcript levels on plant transcriptomes, growth, and development. We show that an increased content of RPOTmp, regardless of its targeting, accelerates plant growth and disturbs the dormant seed state. We reported an increase in the transcript level of several mitochondrial and chloroplast genes in plants with elevated RPOTmp levels in mitochondria and chloroplast, respectively. An absence or overexpression of RPOTmp results in significant transcriptome changes that predominantly affect genes encoding mitochondrial proteins, the transcription factors of various families, and factors belonging to many metabolic pathways.

## 2. Results

### 2.1. Characteristics of the RPOTmp Overexpressors with the Mitochondrial or Chloroplast Targeting of Recombinant Proteins

Earlier we obtained two genetic constructs containing the catalytic part of the *Arabidopsis RPOTmp* gene combined with a transit peptide sequence from mitochondrial RNA polymerase RPOTm (mtTmp-pBI121) or chloroplast RNA polymerase RPOTp (ptTmp-pBI121) (Figure 1a) [30]. These genetic constructs were used for the agrobacterial transformation of wild-type *Arabidopsis*. The resulting variants of transgenic plants expressed the recombinant protein RPOTmp targeted to mitochondria (OEM) or chloroplasts (OEP) (Figure 1b).

We found that the obtained plant lines had significant diversity in the numbers of inserted transgene copies (Figure 1c). Subsequently, we used only lines containing a single copy of the transgene (OEM7, OEM15, OEM22, OEP8, OEP12, and OEP15) for most experiments. However, in several experiments where we tested the effects of stress conditions (darkness, ABA, sucrose, and NaCl), we used additional lines (OEM1, OEM14, and OEM20) that showed growth parameters close to the abovementioned OEM lines. According to RT-qPCR data, recombinant RPOTmp transcript levels in all these lines were orders of magnitude higher than the native RPOTmp mRNA level in Col-0 plants (Figure 1d).

Rates of seed germination, growth, and development of both OEM and OEP plants were found to be accelerated in comparison to wild-type plants (Figure 2a). Moreover, the studied plant lines with RPOTmp overexpression were characterized by an earlier onset of flowering than the wild-type line (Figure 2b).

RPOTmp is known to be involved in the early stages of plant development [28,29]. To estimate a growth rate during the first days after stratification, two parameters were measured: primary root length (Figure 2c and Figure S1) and rosette diameter (Figure 2d). The *rpotmp* knockout plants had significantly shorter roots than the Col-0 plants on each day of observation. In overexpressor lines, there was a general trend toward an accelerated growth of primary roots compared to Col-0 seedlings, but only OEP lines showed significant differences from the wild type on each day of observation (Figure 2c and Figure S1). The same tendency was observed for a rosette diameter during the first 15 days after seed stratification (Figure 2d).

We examined the effect of recombinant RPOTmp overexpression on the expression of two other phage-type RNA polymerases encoded by the nucleus: RPOTm and RPOTp (Figure 3). The transcript levels of RPOTm and RPOTp remained at the wild-type level in OEM and OEP plants (Figure 3) but increased 2–2.5-fold in the *rpotmp* line. To check whether the increased expression of these two RNA polymerases is associated with the absence of RPOTmp, we also used RNA from the complex I deficient *ndufs4 Arabidopsis* knockout line [40,41,42], which is phenotypically similar to the *rpotmp* mutant (delayed seed germination, growth, and development). Both RPOTm and RPOTp transcript levels were increased in *ndufs4* plants (Figure 3), indicating that the induction of these transcripts is associated with mitochondrial complex I deficiency rather than RPOTmp level alone.

### 2.2. Regulation of Seed Dormancy in RPOTmp Overexpressors Is Disturbed

We examined seed germination under both control and dark conditions (without a prior light stimulation). For the experiments, we used wild-type line Col-0, the *rpotmp* mutant line, overexpressor lines, and *abi4* mutant (abscisic acid insensitive 4, which is insensitive to ABA-mediated germination inhibition due to derepression of ABA catabolism [43], and it may show an easier release of seed dormancy [44]). The percentage of germinated seeds was estimated 6 days after the end of stratification. Plantlets of all studied lines grown in the dark had etiolated morphology (strongly elongated hypocotyls and unopened cotyledons without chlorophyll).

Both the Col-0 and the *rpotmp* seeds had a lower percentage of germination in the dark than in the light (Figure 4a). Like the *abi4*, the OEM and OEP lines showed no significant differences between light and dark germination rates, but they did show a significantly easier release from dormancy in the dark compared to Col-0, suggesting that RPOTmp overexpression promotes some dysregulation of primary seed dormancy.

Sucrose can act as a negative regulator of development during seed germination. This is possibly due to the close relationship between sucrose signaling and ABA-mediated regulatory pathways [45]. Up to 3% of sucrose can be added to the growth medium to promote growth [46], while higher sucrose concentrations delay seed germination [47,48]. We examined the seed germination of Col-0, the *rpotmp* mutant line, and the RPOTmp overexpressor lines in growth media containing 0%, 6%, or 12% sucrose. In 12% sucrose, the *rpotmp* mutant seeds germinated much more poorly than the wild-type and the OEM or OEP lines (Figure S2a), and both OEM and OEP lines germinated better than the wild-type seeds in this medium. In the presence of 6% sucrose, a much earlier onset of germination of OEM and OEP lines was observed compared to Col-0 (Figure S2b). The obtained data indicate that RPOTmp overexpressors have a lower sensitivity to elevated sucrose content in a growth medium. Together with our data on dark-induced germination, it suggests a lower ABA sensitivity or an accelerated/derepressed ABA catabolism during seed imbibition and germination in RPOTmp overexpressor lines. To test this hypothesis, we placed the seeds on plates with additions of 0.2 or 0.5 μM of ABA to the growth medium. Exogenous ABA effected strong germination delay, but the seed germination of all studied overexpressor lines was dramatically higher than in the Col-0 and the *rpotmp* lines (Figure 4b).

### 2.3. Seed Germination of Arabidopsis Plants with Altered RPOTmp Expression in the Presence of NaCl

ABA is involved in stress responses, so it is possible that stress conditions may differently affect the germination of wild-type seeds and lines with altered RPOTmp expression. We examined the seed germination and plant development in growth media with 0–200 mM of NaCl. While 100 mM of NaCl had virtually no visual effect on seed germination and leaf rosette development, 200 mM of NaCl had an almost lethal effect on all studied lines (Figure 5a). However, we observed that the RPOTmp overexpressor lines grew better compared to the Col-0 in media with 125–150 mM of NaCl (Figure 5a). The *rpotmp* knockout line showed very high sensitivity to NaCl (Figure S3).

We analyzed the phenotypic features of seedlings during the first two weeks of development: (1) root elongation on plates containing 75 and 125 mM of NaCl (Figure 5b), and (2) appearance of the first pair of true leaves on plates containing 125 and 150 mM of NaCl (Figure 5c). The root elongation was inhibited with 125 mM of NaCl compared to the growth with 75 mM of NaCl. The roots of OEM and OEP lines have a tendency to elongate faster than Col-0 roots during the first week under both NaCl concentrations (Figure 5b). The number of seedlings with the first pair of true leaves developed was estimated as a percentage to all germinated seeds on 125 mM and 150 mM of NaCl for several days. The OEM lines demonstrated the highest number of seedlings with their first pair of true leaves developed (Figure 5c), while seedlings of the *rpotmp* mutant line did not reach this stage of development and mostly died in these media.

### 2.4. Microarray Analysis of the Transcriptome of Arabidopsis Lines with Altered Expression of RPOTmp Targeted to Mitochondria or Chloroplasts

Using the DNA microarray method, we performed a genome-wide analysis of transcriptome changes in the *rpotmp* mutant line, as well as in the lines overexpressing or complementing RPOTmp in mitochondria (OEM15 and Tmp-M3) or in chloroplast (OEP12 and Tmp-P1), in comparison to wild-type plants. 

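The RPOTmp probe (AT5G15700, TAIR10 chromosome 5, 5115797 to 5115856) has a mean log2 ratio of line over Col-0 of 5.31 ± 0.90 in OEM15 (SD, n = 3), with 6.14, 4.35 and 5.43 on its arrays. In OEP12 the ratio is 6.14 ± 1.93 (6.74, 7.70 and 3.98), in Tmp-M3 2.75 ± 1.67 (1.18, 2.57 and 4.50) and in Tmp-P1 1.96 ± 1.12 (0.68, 2.56 and 2.66). In *rpotmp* the channel of the line is not above background on any of its 3 arrays, so that only a bound is given: at least 2.86-fold lower than Col-0. The adjusted p is 0.018 in OEM15, 0.013 in OEP12, 0.0416 in *rpotmp*, 0.16 in Tmp-M3 and 0.191 in Tmp-P1. Each array is a 2-colour Agilent array that compares RNA of 12-day-old plants of a line (red; rosette leaves by the paper's methods, seedlings by the sample labels) with RNA of Col-0 (green). Every line has 3 arrays and the colours were never swapped, so a dye effect of a probe and an effect of the line cannot be told apart by the ratio alone. The arrays of a line are labelled as analytical replicates, and the p-values cover the spread between arrays, not between plants, and not the spread of Col-0. On the 15 arrays, 58.8 to 76.4 % of the spots are well above background in green and 61.8 to 68.3 % in red, and the number of arrays limits the precision. The authors subtracted background and normalized the dyes within each array in Feature Extraction, and took the mean log2 ratio of the 3 arrays. Here the dye-normalized signals of 43603 probes were fitted with limma, all 5 lines in a single fit. A probe is called differential when its log2 ratio is above 1 or below -1 and its Benjamini-Hochberg adjusted p within the line is under 0.2. The choices that can change the counts are the background correction, whether dim probes are kept, whether the lines share an estimate of the spread, and the adjustment of p. The 15 arrays sit on 7 slides, and lines in the *rpotmp* background share none of them with lines in the Col-0 background, so background and slide cannot be told apart.

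**Figure D1:**
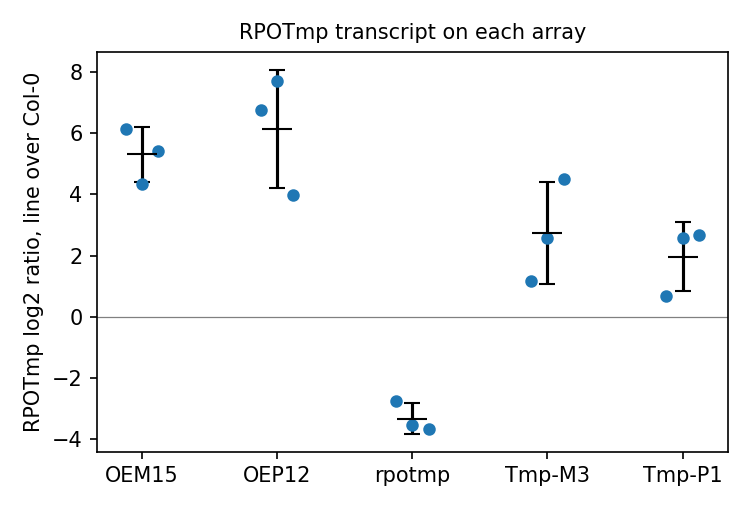
Log2 ratio of the RPOTmp probe (line over Col-0, vertical axis) on each of the 3 arrays (points) of the 5 lines (horizontal axis), with mean ± SD: 5.31 in OEM15, 6.14 in OEP12, 2.75 in Tmp-M3 and 1.96 in Tmp-P1. In *rpotmp* the red channel is at background, so its points are not measured folds.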

OEP12 and OEM15 were selected for microarray analysis because they demonstrated the highest level of recombinant RPOTmp transcripts, as well as a single copy of transgene insertion. To determine genes with differential expressions in relation to the wild-type plants, we used an integrated approach that takes into account the log fold changes (LFC) of gene transcript levels and *p*-values (moderated *t*-test). Figure 6a shows the DEG numbers detected by this method (LFC > 1 at *p* < 0.2, the tabular data of which are shown in Data S1) as well as Venn diagrams (Figure 6b,c). The total number of differential expressed genes in all studied lines was 3141 (Data S1).

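By the stated limits, 3099 probes are called in at least 1 of the 5 lines. The lines differ in the number of probes past the fold limit alone by little, from 1444 in Tmp-M3 to 1637 in OEM15, and differ far more in the number with an adjusted p under 0.2, from 856 in Tmp-M3 to 6630 in OEM15. The calls fall mostly on dim probes: 12.5 % of the calls in OEM15, 12.7 % in OEP12, 25.1 % in *rpotmp*, 15 % in Tmp-M3 and 31.5 % in Tmp-P1 are well above background in a channel on all 3 arrays, against 61.1 to 65.9 % of all probes. Fitting each line on its own arrays moves the total most, to 1 called probe, and background correction by normexp followed by loess leaves 226. In simulations of unchanged lines whose shared Col-0 varies as much as a line, 789 probes per line were called on average. The real lines have from 460 calls (Tmp-M3) to 1224 (OEM15).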

The OEM15 line had the largest number of DEGs (Figure 6a), as well as unique DEGs with enhanced and suppressed expression (330 and 457, respectively) (Figure 6b,c). 

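OEM15 has 1224 called probes, 587 higher and 637 lower than in Col-0, and 1179 of them have the same sign on all 3 arrays. Of these, 334 are higher and 440 lower in OEM15 and in no other of the 5 lines in that direction. The count depends on OEM15 replicate 2: it is 483 when that array is left out, below the 1024 probes of *rpotmp*. With the slide as a fixed block, OEP12 has more calls (1291) than OEM15 (1260). Among the 15 arrays, however, OEP12 replicate 3 and OEM15 replicate 1 are each alone on a slide. The slide terms take up their deviations, so this change of rank follows in part from the construction of the block. After RPOTmp, the called probes that rose most and are above background are AT1G21610 (wound-responsive family protein, 0.08, 5.53 and 0.88 on the 3 arrays, green above background on 1 of 3, so that OEM15 replicate 2 carries its mean, 0.48 without it) and JAZ7 (AT2G34600, 2.00 ± 0.79, adjusted p 0.167). The largest computed falls are those of a probe on chromosome 1 without a gene (A_84_P796276, 24082576 to 24082635, -4.19 ± 0.56, red above background on 1 of 3 arrays) and of HSP23.6-MITO (AT4G25200, -2.78 ± 1.52, adjusted p 0.137, red on 2 of 3), and the fall of the peroxidase gene AT2G38380 has no measured size (at least 2.35-fold lower, its red channel at background).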

The complementation of the Tmp-M3 line had the lowest number of DEGs, as well as the lowest number of unique DEGs with increased and decreased expression (92 enhanced and 59 suppressed). In addition, it had 145 DEGs (99 enhanced and 46 suppressed) in common with the *rpotmp* line. 

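Tmp-M3 has 460 called probes, 318 higher and 142 lower, of which 92 and 53 are called in that direction in no other line. Its count is the lowest of the 5 lines at these limits, but OEM15 has fewer with normexp and loess (19 against 33) and OEP12 fewer at an adjusted p under 0.05 (8 against 28). It falls further when any of its own arrays is left out, to 29 without Tmp-M3 replicate 1 and to at most 147. The probes that rose most are TA42774_3702 (chromosome 1, 25057912 to 25057971, no gene, 5.60 ± 1.06) and AT2G03130 (a ribosomal protein L12 family member, 4.73 ± 0.43, adjusted p 0.0495), both with green above background on 2 of 3 arrays. The largest falls with a measured size are at A_84_P796276 (-3.64 ± 1.49) and AT2G27080 (-2.36 ± 1.39, adjusted p 0.124), and the fall of AT2G11405 has no measured size (at least 1.42-fold lower, red at background).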

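Between Tmp-M3 and *rpotmp*, 155 probes are called in the same direction, 112 higher and 43 lower. Leaving out Tmp-M3 replicate 1 lowers this to 13. Lines compared with the same Col-0 share part of their ratios by construction: in 20 simulations of unchanged lines, which assume that the shared Col-0 varies as much as a line, as many top probes as these lines have calls overlap by 118 on average and by at most 134. In *rpotmp* itself, 538 probes are called higher and 486 lower, with the largest rise at TA42774_3702 (at least 20.5-fold higher, its green channel at background), and AT2G03130 at 3.67 ± 1.97 (adjusted p 0.0356, green above background on 1 of 3 arrays). The largest falls in *rpotmp* are A_84_P796276 (-4.45 ± 0.46), AT2G07734 (-3.44 ± 0.75, red above background on 1 of 3 arrays) and AT2G07825 (-3.42 ± 0.71), the last 2 within the nuclear copy of mitochondrial DNA on chromosome 2.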

A transgenic line with a complementation of RPOTmp functions in chloroplasts, i.e., Tmp-P1, had 290 unique DEGs (158 enhanced and 132 suppressed). 

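Tmp-P1 has 902 called probes, 420 higher and 482 lower, and 130 and 276 of them are called in that direction in no other line. Without Tmp-P1 replicate 1 the line has 438 calls, of which 77 higher and 95 lower are called in that direction in no other line. The probes with the lowest adjusted p of all lines, 4.21e-10, are the 2 probes of CYSC1 (AT3G61440, chromosome 3, 22737710 to 22737769 and 22736680 to 22736739), at -5.46 ± 0.33 and -5.15 ± 0.15. A_84_P796276 is at -4.33 ± 1.09, AT2G03130 at 5.54 ± 1.23 (adjusted p 0.00597) and TA42774_3702 at 3.66 ± 1.26 (adjusted p 0.0888), the last 2 with green above background on 1 of 3 arrays.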

The complementation of RPOTmp functions in mitochondria caused a larger decrease in the number of DEGs than complementation in chloroplasts; this was most likely due to the fact that the main function of the RPOTmp protein was fulfilled in mitochondria. 

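The paper compares the numbers of calls of the complementation lines and proposes that the main function of RPOTmp lies in mitochondria. Tested directly between the lines with limma, 0 probes differ between Tmp-M3 and *rpotmp* at the same limits (1287 at an unadjusted p under 0.05), and 4 differ between Tmp-P1 and *rpotmp* (709 unadjusted). Between Tmp-M3 and Tmp-P1 4 probes differ (1026 unadjusted), and they are the same 4: the probes of CYSC1 and of CYP72A15, low in Tmp-P1 and named after their values were seen. RPOTmp itself is called in neither contrast with *rpotmp*. Its ratios are 1.18 to 4.5 on the Tmp-M3 arrays and 0.68 to 2.66 on the Tmp-P1 arrays, and its red channel is at background in *rpotmp*. These tests thus miss the gene that was lost and put back, and their low counts do not show that the lines are alike. All 3 contrasts leave the slide out, although the 3 lines share their slides. A fit with the slide as a fixed block, chosen after seeing the data, has 10 probes that differ between Tmp-M3 and *rpotmp*, 6 between Tmp-P1 and *rpotmp* and 19 between Tmp-M3 and Tmp-P1.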

Considering the large number of unique DEGs in the OEM15 (330 enhanced and 457 suppressed) and OEP12 (203 enhanced and 217 suppressed) overexpressor lines, they was only 201 (134 enhanced and 67 suppressed) common DEGs found (Figure 6c). This indicates that pattern of expression changes in response to the overexpression of RPOTmp is more specific to the targeted organelle rather than being common for all overexpressor lines.

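OEP12 has 808 called probes, 454 higher and 354 lower, with 188 and 224 called in that direction in no other line. It shares 211 probes with OEM15 in the same direction, 149 higher and 62 lower, and 0 are called in opposite directions. Simulated unchanged lines with a shared Col-0 that varies as much as a line give an overlap of 193 on average and 212 at most for calls as many as these, while independent lines would share 11.3. The array labelled OEP12 replicate 3 differs from the other arrays of the line: without it OEP12 has 1617 calls, and without OEP12 replicate 1 it has 13. Without OEP12 replicate 1, 8 probes are shared with OEM15. Apart from RPOTmp, the largest mean rises come from OEP12 replicate 2: AT5G09770 has 0.82, 8.12 and 0.27 on its arrays (0.54 without replicate 2) and AT5G25550 0.99, 6.26 and 0.04 (0.51 without it), with green above background on 2 and 1 of 3 arrays. The largest falls are A_84_P796276 (-4.84 ± 0.26, red above background on 2 of 3 arrays), HSP23.6-MITO (-2.95 ± 2.00, adjusted p 0.175) and AT1G43910 (-1.87 ± 0.76, adjusted p 0.197).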

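The paper reads the few common calls as a response that depends on the organelle RPOTmp is sent to. The difference between the 2 lines was tested in a fit of all 8 deposited lines: 19 probes differ between OEM15 and OEP12, 18 of them higher in OEM15, and 2256 at an unadjusted p under 0.05. Of the 19, 12 lie on the mitochondrial genome. OEP12 replicate 3, which may be mislabelled, is kept in this test. On that genome it correlates with *rpotmp* at 0.82, against 0.08 and 0.12 on the other OEP12 arrays, which can lower OEP12 there. The difference was not tested without that array. A fixed slide block, chosen after seeing the data, gives 43, 15 of them on the mitochondrial genome. Across all probes, which are not independent replicates, the log2 ratios of OEM15 and OEP12 correlate at 0.49, and simulated unchanged lines at 0.52 at most, a value that follows from the assumption that Col-0 varies as much as a line.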

To characterize the transcriptome changes in the studied lines, we conducted Gene Ontology Biological Process (GO BP) overrepresentation (ORA) and gene set enrichment (GSEA) analyses (Figure 7). The regulation of double fertilization forming a zygote and endosperm term was enriched in the enhanced DEGs of OEM15 and in the suppressed DEGs of OEP12. Suppressed DEGs of lines lacking RPOTmp in mitochondria (*rpotmp* and Tmp-P1) were enriched with terms associated with Hypoxia, and only the suppressed DEGs of *rpotmp* were enriched with Response to Salicylic Acid terms. 

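Gene Ontology terms were not used here, and a fixed list of 39 core hypoxia genes was tested instead with the rotation test fry of limma. In *rpotmp* the median log2 ratio of the list is 0.12 (25 genes higher, 14 lower) and in Tmp-P1 0.03 (20 higher, 19 lower), with p adjusted over 30 set tests of 0.468 and 0.638. These p are for a shift of the list in a single direction. Regardless of direction, the unadjusted mixed p of fry is 9.1e-06 in *rpotmp* and 5.52e-06 in Tmp-P1. Dye effects of single probes would count in the mixed p too. With the slide as a fixed block the list moves up in both lines, at unadjusted rotation p of 0.0135 in *rpotmp* and 0.037 in Tmp-P1.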

Gene set enrichment analysis of the full transcriptome data showed that all studied lines had suppressed hypoxia-related processes (Figure 7b). 

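For the same list the median log2 ratio is 0.03 in OEM15, 0.04 in OEP12 and -0.05 in Tmp-M3, at adjusted p of 0.995, 0.638 and 0.468. The unadjusted mixed p of fry is 0.0249, 0.00136 and 0.000224 in these lines. A fall of the list is past an unadjusted p of 0.05 only in Tmp-M3, when the line is fitted on its own arrays (0.0275) or measured against the mean of the other 7 lines (0.0437). A fixed list of 25 genes of the rapid response to touch and wounding lies below Col-0 in every line, by medians from -0.37 in OEP12 to -1.06 in Tmp-M3, at adjusted p of 0.294 or more.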

The GSEA of the GO Cellular Component showed the suppressed term Nucleolus (GO:0005730) in OEM15 and OEP12 and the enriched term Preribosome (GO:0030684) in *rpotmp* and Tmp-P1.

In the work of van Aken et al., several genes were identified as marker genes for organellar disorders [49]. We found that the expression of the AT12CYS-2 protein (located in mitochondria [50] and is the marker gene of mitochondrial disorders [49]) was highly increased (LFC ˃ 3) in the *rpotmp* mutant and complementation lines (Tmp-M3 and Tmp-P1). 

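AT12CYS-2 (AT5G09570, chromosome 5, 2971911 to 2971970) is called higher in *rpotmp* (3.99 ± 0.76, adjusted p 0.0183), in Tmp-M3 (3.85 ± 1.20, adjusted p 0.0611) and in Tmp-P1 (4.85 ± 0.82, adjusted p 0.00717). Both channels are above background on all 3 arrays of these lines. In *rpotmp* it is no longer called with normexp and loess (1.48). It is not called either against the mean of the other 7 lines (1.44), which removes by construction a rise that most lines share, or with the line fitted on its own arrays, where limma calls 0 probes of the whole array (4494 unadjusted), and neither loss bears on this gene. A fixed list of 16 genes of the mitochondrial dysfunction stimulon, which includes this gene, has medians of 0.94, 0.75 and 0.83 in these lines, with 14 of 16 genes higher in each and adjusted p of 0.0988, 0.114 and 0.114 (unadjusted 0.00659, 0.018 and 0.0144). The slide as a fixed block lowers the unadjusted p to 0.000405, 0.000806 and 0.000529. Measured against the mean of the other 7 lines, which removes what most lines share, none of the 3 lines passes an unadjusted p of 0.05 for this list (0.0517, 0.153 and 0.13).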

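For HRG1 (AT2G41730, chromosome 2, 17409551 to 17409610) the brighter probe is at 1.04 ± 0.22 in *rpotmp* (adjusted p 0.408) and 1.12 ± 0.64 in Tmp-P1 (adjusted p 0.386) and is not called. With the slide as a fixed block the brighter probe is called in both lines. The other probe of the gene is called in both lines without that block, at 1.34 (adjusted p 0.107) and 1.74 (adjusted p 0.0498). UPOX1 (AT2G21640, chromosome 2, 9255527 to 9255586) is called higher in *rpotmp* (2.77 ± 1.01, adjusted p 0.103) and Tmp-P1 (3.43 ± 0.93, adjusted p 0.057), and its other probe is called as well, at 2.66 and 3.26. Leaving out *rpotmp* replicate 3 puts UPOX1 at 2.20 in that line and leaving out Tmp-P1 replicate 3 puts it at 2.89 in that line, and in both cases the call is lost.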

The transcript levels of the two proteins known to be involved in mitochondrial retrograde response (MRR)—HRG1 (At2g41730) and UPOX1 (At2g21640)—were increased in the *rpotmp* and Tmp-P1 lines. No increase in the expression of any marker gene of disorders was found in the OEM15 line (Figure S4).

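In OEM15, UPOX1 is at -1.11 ± 0.75 (adjusted p 0.458) and HRG1 at -1.22 ± 0.57 (adjusted p 0.28), neither called. AT12CYS-2 is not called either (adjusted p 0.379), with its red channel at background on all 3 arrays of OEM15. The stimulon list has a median of -0.68 with 2 of 16 genes higher, at an adjusted p of 0.385. Its fall in OEM15 is past an unadjusted p of 0.05 when the line is fitted on its own arrays (0.00643) and against the mean of the other 7 lines (0.0109).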

It was previously shown that the transcript levels of subgroup E PPR proteins, which are presumably involved in organellar RNA editing under stress conditions, vary at different stages of plant development and under abiotic stress [51]. 

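The 5 pentatricopeptide repeat genes the paper shows were looked up, and each is called in a single line. MEF3 (AT1G06140, chromosome 1, 1866394 to 1866453) and AT3G15930 (chromosome 3, 5389241 to 5389300) are called lower in OEM15. AT5G42450 is called higher in Tmp-P1 (1.26 ± 1.06, adjusted p 0.0563), with 2.46, 0.45 and 0.86 on its arrays and green above background on 2 of 3. PPR96 (AT2G03380) is called higher in *rpotmp* (1.01 ± 1.13, adjusted p 0.145; 2.28, 0.63 and 0.12; red above background on 2 of 3 arrays and green on 1 of 3), and so is AT3G47840 (1.16 ± 0.80, adjusted p 0.124; 2.07, 0.56 and 0.86; green on 1 of 3).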

In our analysis, among the 105 PPR proteins of the E and E+ subclasses, only 5 ones were presented among the DEGs in at least one of the studied lines (Figure S5). The expressions of specific genes are shown in Data S5.

### 2.5. Influence of the RPOTmp Altered Expression on Mitochondria Functions

Using the DNA microarray method, we detected DEGs encoding proteins with mitochondrial localization that are encoded by mitochondrial (Figure 8a) or nuclear genomes Figure 8b).

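The array holds 136 probes with mitochondrial-genome coordinates. Of these, 35 are called in OEM15, 2 in OEP12, 35 in *rpotmp*, 7 in Tmp-M3 and 30 in Tmp-P1. Fitting each line on its own arrays moves these most, to 0 in every line by limma, with 77, 18, 63, 58 and 72 probes at an unadjusted p under 0.05. The 18 probes whose description names a mitochondrial locus, a set chosen after the data were seen, give 3 in OEM15, 4 in *rpotmp* and 2 in Tmp-P1. Another 94 probes lie in the copy of mitochondrial DNA on chromosome 2 or belong to mitochondrial genes the paper lists, and can carry signal from either genome.

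**Figure D2:**
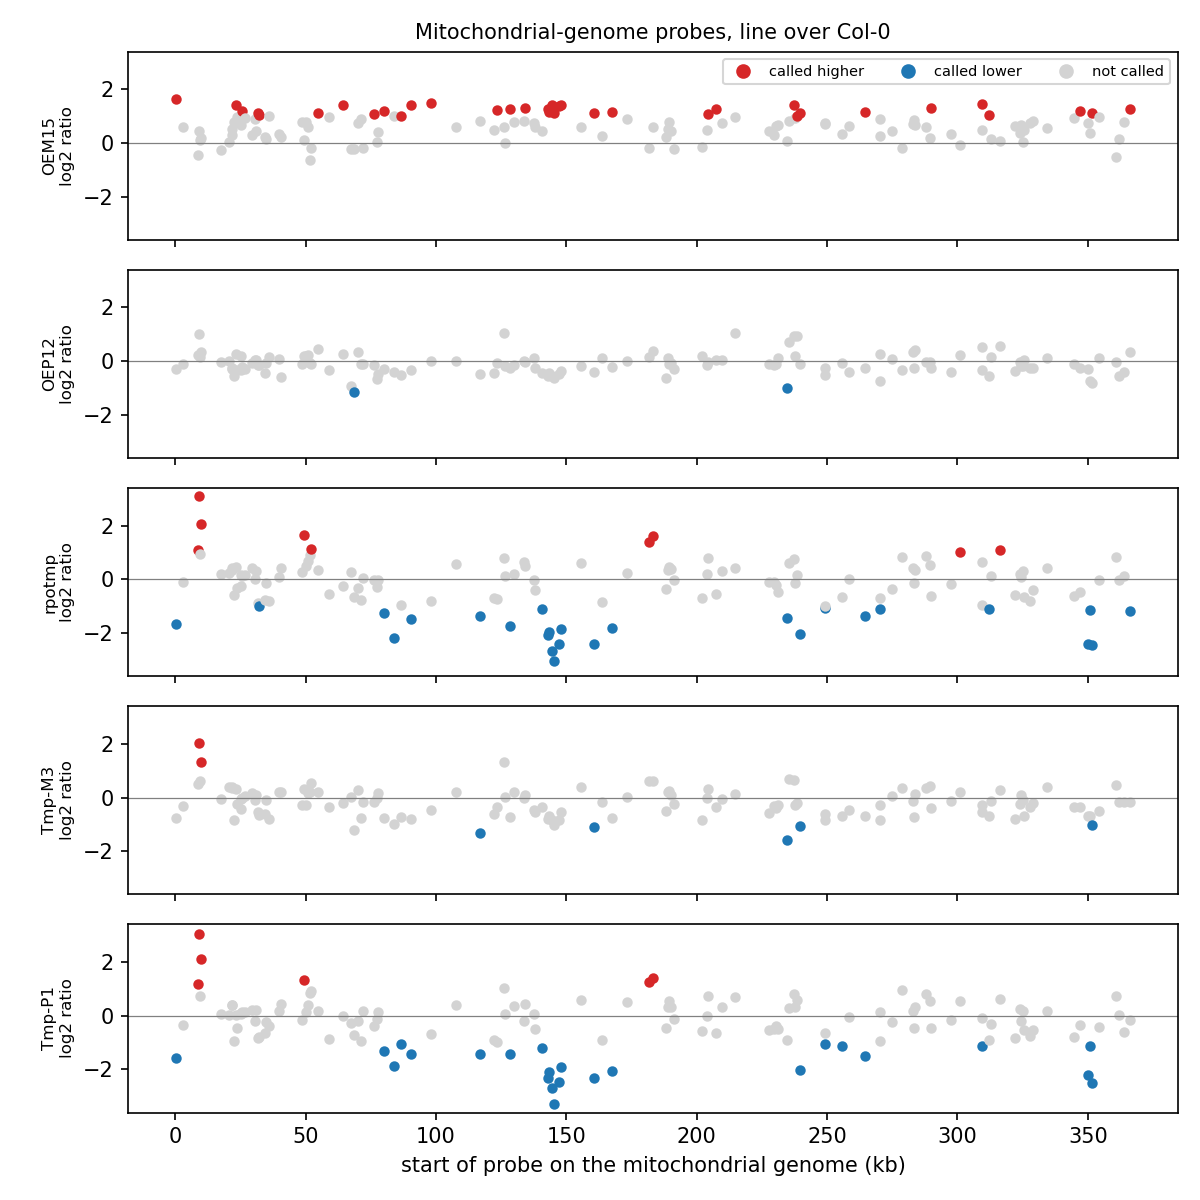
Log2 ratio (line over Col-0, vertical axis, mean of 3 arrays) of the 136 probes (points) along the mitochondrial genome in kb (horizontal axis), with a panel for each of the 5 lines. Red points are called higher, blue points lower and grey points are not called: 35 in OEM15, 2 in OEP12, 35 in *rpotmp*, 7 in Tmp-M3 and 30 in Tmp-P1.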

The OEM15 line was characterized by an enhanced expression level of 22 mitochondrial transcripts (including 15 open reading frames of unknown function), which were suppressed or unaffected in the *rpotmp* line (Figure 8a).

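All of the probes called on the mitochondrial genome in OEM15 are higher than in Col-0, and 18 of them are called lower in *rpotmp*, 17 are not called there and 0 are called higher. OEM20, the other deposited line with the mitochondrial construct, has 5 probes of this genome called higher and 28 lower. The median over all probes of the genome is 0.68 in OEM15 (0.42, 0.99 and 0.57 on its arrays), with 13 of 136 probes below 0 and an adjusted p of 0.016 by fry. Of the loci the paper lists, 39 of 43 have a probe, and 20 of them are called higher in OEM15. Examples are orf153A (1.64 ± 0.70 in OEM15, -1.68 ± 0.84 in *rpotmp*; mitochondrial genome, 344 to 403) and matR (1.41 ± 0.39 and -2.66 ± 0.22; 144359 to 144418, also in the nuclear copy), with red in *rpotmp* above background on 1 and 2 of 3 arrays. Leaving out OEM15 replicate 2 gives 1.24 for orf153A, which is then not called, and 15 probes are called on this genome in OEM15 without that array, against 42 without OEM15 replicate 1.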

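Across the 136 mitochondrial-genome probes, which are not independent replicates, Tmp-P1 correlates with *rpotmp* at 0.96 with a slope of 0.93. In both lines 27 probes are called alike: *rpotmp* has 9 higher and 26 lower, Tmp-P1 6 higher and 24 lower, and 21 are lower in both. For rrn26 (9007 to 9066) the ratio is 3.09 ± 0.18 in *rpotmp* and 3.04 ± 0.18 in Tmp-P1, and for cox1 (349968 to 350027) -2.42 ± 0.57 and -2.22 ± 0.22.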

The expression profile of mitogenome-encoded DEGs in the complementation line of Tmp-P1 was very similar to the profile of the *rpotmp* mutant. Conversely, in the complementation Tmp-M3 line, the expression profile was restored close to the wild-type level (Figure 8a), suggesting a specific involvement of RPOTmp in mitochondrial gene expressions. 

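In Tmp-M3, 34 of the 35 probes called on the mitochondrial genome in *rpotmp* have a log2 ratio smaller in size than in *rpotmp*, and 7 are called alike. The root mean square ratio over the 136 probes is 0.57 in Tmp-M3, 1.01 in *rpotmp*, 1.00 in Tmp-P1, 0.81 in OEM15 and 0.39 in OEP12. The profile of Tmp-M3 still correlates with *rpotmp* at 0.86, with a slope of 0.46. For rrn26, Tmp-M3 is called higher (2.04 ± 0.10, adjusted p 0.0611), while cox1 (-0.70 ± 0.36, adjusted p 0.399) and matR (-0.85 ± 0.39, adjusted p 0.148) are not called. In the direct test of Tmp-M3 against *rpotmp*, 0 probes pass the limits by limma (1287 unadjusted), while with the slide as a fixed block, a choice made after seeing the data, 10 pass, all higher in Tmp-M3 and 5 of them on the mitochondrial genome. The count of 0 leaves out RPOTmp itself, so it does not show that the lines are alike. The paper proposes from the profiles a specific part of RPOTmp in mitochondrial gene expression: in these complementation lines, sending RPOTmp to chloroplasts leaves the mutant profile and sending it to mitochondria moves the profile toward Col-0. Tmp-M11 resembles Tmp-M3 (correlation with *rpotmp* 0.80, slope 0.39). In the Col-0 background, however, OEM20 (mitochondrial construct; 0.94, slope 0.80) and OEP5 (chloroplast construct; 0.88, slope 0.65) follow *rpotmp*, so targeting alone does not sort the profiles.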

The low number of detected DEGs in the Tmp-M3 line was probably due to the fact that the recombinant RPOTmp transcript levels in this line was much lower than in OEM15 [30], making the molecular phenotype of Tmp-M3 closer to the Col-0 rather than the overexpressor lines.

In addition to DNA microarray expression analysis, we analyzed mtDNA gene expressions by RT-qPCR (Figure 9) using the RNA isolated from the 12-day-old seedlings.

In agreement with previous studies, genes encoding respiratory complex IV subunits changed their expression in the *rpotmp* line: the expression of *cox1* was decreased, and the expression of *cox3* was increased. The *cox3* transcript level remained unchanged in all lines with RPOTmp overexpression, and the *cox1* transcript level increased only in OEM lines. Similarly, the transcript levels of the respiratory complex I subunits *nad4* and *nad6* were decreased in the *rpotmp* line and increased in the OEM lines (Figure 9). The levels of the *matR* gene (RNA processing in mitochondria) and three ORF transcripts (*orf109*, *orf153A*, and *orf164*) were suppressed in the *rpotmp* line and enhanced in the OEM lines (Figure 9). We assume that mitochondrial genes with enhanced expressions in the OEM lines are transcribed by RPOTmp. The increase in some transcript levels in the *rpotmp* line was assumed to occur due to the increased copy number of the mitochondrial genome, which was approximately three times higher than in the wild-type plants [27,30]. In the DNA isolated from seedlings of all the studied OEM and OEP lines, the copy number of two mitochondrial genes, *cox1* and *nad3*, remained close to that in the wild-type plants (Figure S6).

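Of the 301 nuclear genes for mitochondrial proteins in the paper's list, 247 have a called probe in at least 1 line here. The list was made from the paper's own calls, so that the count here cannot exceed it.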

Differential expression was found for 301 nuclear genes encoding mitochondrial proteins (GO:0005739) in at least one of the studied lines (Figure S7, Data S4). In the OEM15 line, the expression of 64 genes encoding mt-proteins was downregulated, while the expression of 46 genes was upregulated. 

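Of the same list, 49 genes are called higher and 51 lower in OEM15.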

The findings on particular gene expressions are summarized in Data S3.

To detect the genes probably involved in retrograde regulation in response to the altered RPOTmp level in mitochondria, we investigated several groups of DEGs: the retrograde regulated genes (RRG) in response to the increased content of RPOTmp in mitochondria were detected as DEGs of the OEM15 line, which were not present in the DEGs of the OEP12, Tmp-P1, and the *rpotmp* mutant lines. 

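Probes called in OEM15 and in none of OEP12, Tmp-P1 and *rpotmp* number 776, 321 higher and 455 lower. The number is 288 without OEM15 replicate 2 and 914 without OEP12 replicate 1. Absence from a list of calls is not a tested difference: tested directly in the fit of all 8 lines, OEM15 and *rpotmp* differ at 157 probes (3244 at an unadjusted p under 0.05), 47 of them on the mitochondrial genome. The lines share no slide, and with the slide as a fixed block, a choice made after seeing the data, 11 differ and 0 of them on the mitochondrial genome by limma (61 unadjusted). In that fit the lines are linked only through slide 6. Its arrays, replicate 3 of OEM20, OEP12 and Tmp-M11, may be mislabelled, so the fall from 157 cannot be put down to the slide alone.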

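Of the genes in the paper's lists of RPOTmp-dependent retrograde genes for OEM15, 228 of 286 enhanced and 316 of 418 suppressed genes meet the same rule here.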

We found enhanced expressions of 286 (enriched in the Regulation of fertilization GO term; Figure S8) and suppressed expression of 418 genes. Among the found genes, 22 genes with enhanced and 22 genes with suppressed expressions encoded proteins with mitochondrial localization (Data S2).

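With the genes for mitochondrial proteins taken from the paper's lists, 20 of 22 enhanced and 13 of 22 suppressed genes meet the rule here. The names and localizations are the paper's, since Gene Ontology annotation was not used here.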

The RRGs in response to the absence of RPOTmp in mitochondria were detected as DEGs shared between *rpotmp* and Tmp-P1, but these were not present among the DEGs of OEP12 and OEM15: 90 genes were upregulated (enriched GO terms of Mitochondrial organization and transport) and 59 were downregulated (enriched GO terms of Response to hypoxia, salicylate, ROS, and heat; Data S2, Figure S8). 

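Probes called in both *rpotmp* and Tmp-P1 in the same direction number 291 (156 without Tmp-P1 replicate 3), and 155 of these are called in neither OEM15 nor OEP12 (91 higher, 64 lower). Of the 65 enhanced and 52 suppressed genes that the supplement lists for this group, 57 and 40 meet the rule here. The 155 become 82 without Tmp-P1 replicate 3 and 201 without OEM15 replicate 2.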

Enhanced expressions of 22 genes encoding proteins with mitochondrial localization was found.

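Of the 22 enhanced genes for mitochondrial proteins in this group in the paper's list, 20 are called here in both lines and in neither overexpressor.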

To study the possible effects of altered expression levels of genes encoding respiratory complex subunits in lines with RPOTmp overexpression, we analyzed the supramolecular organization of the electron transport chain (ETC) using the BN-PAGE method (Figure 10). The analysis revealed a slight increase in the number and activity of I+III_2_ and I_2_+III_2_ supercomplexes (the composition was confirmed using immunoblotting; Figure 10b), but not in the activity of free complex I in the OEM15 line compared to the Col-0 line (Figure 10a). It is possible that an increased number of complex I in the OEM15 mitochondria leads to an enhanced formation of supercomplexes. There was no difference in the activity of complex IV (Figure S9) between the Col-0 and the Col-M15 lines.

### 2.6. Influence of the RPOTmp Altered Expression on Chloroplast Functions

Our microarray data revealed 271 nuclear genes encoding proteins with chloroplast localization (GO:0009507) among the DEGs (Figure S10, Data S4, and the findings on particular gene expressions are summarized in Data S3). 

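Of the 271 genes for chloroplast proteins in the paper's list, 224 have a called probe in at least 1 line here.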

To identify genes that may mediate retrograde regulation in response to increased RPOTmp levels in chloroplasts, we selected the DEGs of OEP12 that were not presented in the DEGs of OEM15, *rpotmp*, and Tmp-M3. 

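Probes called in OEP12 and in none of OEM15, *rpotmp* and Tmp-M3 number 456, 209 higher and 247 lower. With the slide as a fixed block there are 842. OEP12 replicate 3 is then alone on its slide and adds nothing to the spread. At an adjusted p under 0.05, 1 such probe is left. Without OEP12 replicate 1 there are 5, and without OEP12 replicate 3 there are 1159. Of the paper's lists for this group, 118 of 197 enhanced and 145 of 204 suppressed genes meet the rule here.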

A total of 8 nuclear genes encoding chloroplast proteins were upregulated, and 11 genes were downregulated only in the OEP12 line. 

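Among the genes for chloroplast proteins in the paper's list, 12 are called higher and 17 lower in OEP12 and in none of OEM15, *rpotmp* and Tmp-M3. Called in that direction in no other of the 5 lines are 11 and 16.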

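Probes called in both Tmp-M3 and *rpotmp* and in neither OEM15 nor OEP12 number 57, 40 higher and 17 lower. They number 2 without Tmp-M3 replicate 1 and 89 without OEP12 replicate 1. From the paper's lists, 34 of 36 enhanced and 10 of 16 suppressed genes meet the rule here.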

For RRG in response to the absence of RPOTmp in chloroplasts, we selected the shared DEGs of Tmp-M3 and *rpotmp* that were absent from the OEM15 and OEP12 DEGs: 36 genes were upregulated and 16 were downregulated (enriched GO terms of Response to salicylate, hydrogen peroxide, and absence of light were found; Figure S8, Data S2). In response to the absence of RPOTmp in chloroplasts, an increase in the expression of two genes and suppression of one gene encoding proteins with plastid localization were observed in the *rpotmp* and the Tmp-M3 lines (Data S2).

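Of the genes for plastid proteins in these lists, 2 of 2 enhanced genes and 1 of 3 suppressed genes meet the rule here.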

The established function of RPOTmp in *Arabidopsis* proplastids is associated with transcription of the *rrn16* operon from the PC-promoter at stages of seed imbibition and germination [29,52]. Swiatecka-Hagenbruch et al. [53] showed that, in addition to the PC promoter, RPOTmp is also capable of initiating transcription from the PclpP-58 NEP promoter. However, Kühn et al. [27] did not find any changes in the steady-state levels of chloroplast transcripts in the *rpotmp* knockout line.

To analyze the expression of *rrn16* from the PC promoter, we used a set of primers [30] to amplify the 5′ region of the *rrn16* operon to detect RNA precursors by RT-qPCR (Figure 11a). RNA from the 12-day-old seedlings of OEM and OEP lines was used. Increased transcript levels were detected in all of the OEP lines (Figure 11b).

Next, we used RT-qPCR to analyze the transcript levels of several chloroplast genes transcribed either exclusively from PEP- (*petB* and *psbA*) or NEP- (*accD* and *clpP*) promoters, or from both PEP- and NEP-promoters (*rbcL*, *rpoB*, *rrn16*, and *ycf3*). A specific increase in the *accD*, *clpP*, and *rpoB* transcript levels was detected in seedlings of OEP lines (Figure 11c).

### 2.7. Transcription Factor Expression in Lines with RPOTmp Overexpression

A total of 182 transcription factors was found among the DEGs of the studied lines (Figure S11, Data S5). 

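Of the 182 transcription factors in the paper's list, 167 have a called probe in at least 1 of the 5 lines here.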

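Using the families given in the paper's supplement, the called factors fall into 29 families, and MYB is the largest with 24 factors. For 13 factors no family is listed.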

The factors of 31 families were presented among the DEGs, among which the MYB domain TF family was the most represented (25 factors). Other families included 17 ethylene response factors, 15 NAC-domain factors, 13 factors with basic “helix-loop-helix” motifs, 16 MADS-box domains, 10 factors of the LBD family, 7 of the WRKY family, and 79 TFs of other groups. 

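The families that follow are ERF with 15 called factors, NAC with 13, bHLH with 11, C2H2 with 10, LBD with 10, M-type MADS with 9, MIKC MADS with 7, bZIP with 6 and WRKY with 6.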

The detected TFs were overrepresented with Response to hypoxia (31 genes), Floral organ development (11 genes), Pollen development (10 genes), Response to ethylene (8 genes), and Response to gibberellin (7 genes) GO terms. The largest number of unique TF DEGs was found in the OEM15 line (16 enhanced and 33 suppressed).

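In OEM15, 16 factors are called higher and 30 lower and are called in no other line in that direction.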

The expression of several MYB-like transcription factors known to be involved in the water stress response via regulation of the stomatal movement, which is in control of the suberin and cuticular wax syntheses and in regulation of flower development [54], was modulated in the lines with RPOTmp overexpression. The findings on particular gene expressions are summarized in Data S3.

The transcript levels of several genes of the NAC (no apical meristem) TF family were observed to respond to the absence of RPOTmp in mitochondria (Data S1). 

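Of the NAC factors in the paper's list, 4 are called higher in *rpotmp* (ANAC010, ANAC044, ANAC064 and ANAC093) and 2 in Tmp-P1 (ANAC044 and ANAC093), and 0 are called lower there. They are named after their values were seen. ANAC044 (AT3G01600, chromosome 3, 230835 to 230894) is at 2.61 ± 0.51 in *rpotmp* (adjusted p 0.0191, green above background on 2 of 3 arrays), 2.66 ± 0.80 in Tmp-P1 (adjusted p 0.0179) and 2.48 ± 0.52 in Tmp-M3. With normexp and loess its ratio in *rpotmp* is 0.79 and not called. It is called in Tmp-M3 as well, where RPOTmp is sent to mitochondria, and ANAC093 is also called higher in OEM15.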

Using RT-qPCR analysis, we examined the expression of some NAC domain transcription factors in studied plant lines. ANAC017 (At1g34190) and ANAC013 (At1g32870) play important roles in the MRR associated with the oxidative stress response, as well as in developmental regulation [55,56]. ANAC044 is a known mediator of the DNA damage response in plants [57].

An increase in the expression of *ANAC013* and *ANAC044* was found in both the *rpotmp* and the *ndufs4* mutants (Figure 12a); meanwhile, the *ANAC044* expression was reduced in OEM7 and OEM15, while it was slightly increased in the OEP8 and OEP12 lines.

ANAC002/ATAF1 (At1g01720), ANAC102 (At5g63790), ANAC032 (At1g77450), and ANAC055 (At3g15500) are members of the A subfamily of stress-responsive NAC (SNAC-A) transcription factors, the expression of which is induced by abiotic stresses and is mediated by ABA [58]. The transcript levels of ATAF1 and ANAC102 were decreased in all the lines with overexpression of RPOTmp, regardless of recombinant RPOTmp targeting (Figure 12b). The expression of ANAC055 was decreased in the OEP lines and in the *ndufs4* mutant line (Figure 12b).

## 3. Discussion

### 3.1. Overexpression of Arabidopsis RPOTmp Disturbs the Dormant State of Seeds and Accelerates Seedling Growth

Mitochondrial biogenesis is extremely important for energy production during the early stages of seed germination [10,59,60,61]. The RPOTmp knockout leading to a significant change in the expression of a number of subunits of respiratory complexes I (*nad1*, *nad4*, *nad5*, and *nad6*) and IV (*cox1*) results in a decrease in the activity of these complexes [27]. Alternative NADH dehydrogenases support plant cellular respiration in complex I-deficient plants, although the physiology, development, and fertility in such plants are severely impaired [42,62]. For the *rpotmp* knockout plant, delayed germination, slowed root elongation, reduced leaf size, and delayed flowering were observed [27]. The lines overexpressing RPOTmp in mitochondria (OEM) and in chloroplasts (OEP) exhibited slightly earlier seed germination, faster root elongation during the first days of development, slightly larger leaf rosettes, and earlier flowering (Figure 2). Faster root elongation and earlier bolting dates were more manifested in the OEP lines. Our tests for dark germination, germination in the presence of elevated sucrose concentration, and germination with exogenous ABA added results with even clearer differences between the RPOTmp overexpressors and wild-type plants during early development stages (Figure 4 and Figure S2).

The primary seed dormancy depth determines the timing of germination and depends on the balance of ABA and gibberellin (GA). Seed imbibition causes ABA degradation, and then GA-mediated activation of germination occurs [63]. Several transcription factors oppositely regulate the ABA and GA metabolism pathways [64]. ABI4 is a positive regulator of the dormancy state during seed development and a repressor of ABA catabolism. The reduced ABA content and increased GA level in the dry seeds of the *Arabidopsis abi4* mutant compared to the wild type [44] may cause faster germination of these seeds when without light stimulation in our experiments. We observed that RPOTmp overexpression led to a reduction in the dormancy depth to the same extent as ABI4 transcription factor absence in the *abi4* mutant line (Figure 4a). Similar sensitivity disorders have been described for a number of *Arabidopsis* mutants carrying defects in genes encoding various elements of ABA-mediated regulatory pathways [65].

During seed germination, elevated sucrose concentration can inhibit seed development, leading to a total arrest of germination in some cases. This is possibly due to the interconnections of sucrose signaling and ABA-mediated regulatory pathways [66]—elevated sucrose content leads to increased ABA content [67]. Germination of the complex I-deficient *ndufs4* mutant was inhibited by 3% sucrose in the growth medium, and the addition of GA completely relieved the inhibition [40]. The authors suggest that the decreased rate of ATP synthesis in the *ndufs4* mutant caused slower germination and an increased ABA level. It is possible that a decrease in the activity of respiratory complexes in the *rpotmp* line leads to a decrease in ATP content, which may cause similar negative effects on germination and increase sensitivity to ABA, as was observed in the *ndufs4* mutant line. In a recent study, Bychkov et al. [68] showed that the *rpotmp* mutant line is more sensitive to ABA treatment in root elongation and germination assays.

The absence of functional RPOTmp strongly affects plant development in media with added NaCl, delaying seed germination and causing perturbations of both root and leaf development (Figure 5). The *rpotmp* mutant has reduced resistance to abiotic stresses (see [69] for light and drought stress). In contrast, complex I-deficient mutants are known for increased stress tolerance [40], so it is possible that the reduced content of complex IV causes *rpotmp* stress sensitivity. The absence of RPOTmp in mitochondria resulted in the suppression of hypoxia- and salicylate-responsive gene expressions (Figure 7), which possibly indicates compromised stress resistance. On the other hand, RPOTmp overexpression promoted seedling development under salt stress conditions, and the mitochondrial targeting of recombinant RPOTmp appeared to provide higher salt stress tolerance during the first two weeks of development (Figure 5). The germination test data suggest some differences in the ABA metabolism and/or perception between the studied transgenic lines and the WT.

### 3.2. Organellar Gene Expressions Are Affected by RPOTmp Overexpression

In agreement with earlier studies [27,30], our microarray analysis of transgenic lines with RPOTmp complementation in either mitochondria (Tmp-M3) or chloroplasts (Tmp-P1) additionally confirmed the specific role of RPOTmp in mitochondria (Figure 8 and Figure 9). While the *rpotmp* and the Tmp-P1 lines had almost identical mitochondrial transcript level profiles, the profile of the Tmp-M3 line was close to that of the wild type. 

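At matR, the ratio in Tmp-P1 is -2.70 ± 0.18 (adjusted p 0.000207, red above background on 2 of 3 arrays) against an adjusted p of 0.000373 in *rpotmp*, and rps4 (chromosome 2, 3472623 to 3472682, in the nuclear copy) is at least 7.06-fold lower in *rpotmp* and at -2.92 ± 0.06 in Tmp-P1 (red above background on 1 of 3). In Tmp-M3, rps4 is at -0.97 ± 0.76 and not called (adjusted p 0.235), but nad6 (chromosome 2, 3467273 to 3467332, in the nuclear copy) is called lower at -1.32 ± 0.50 (adjusted p 0.124). That call is lost when any of the Tmp-M3 arrays is left out, with ratios from -1.13 without Tmp-M3 replicate 1 to -1.60 without Tmp-M3 replicate 3.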

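Probes of the mitochondrial genome move oppositely in OEM15 and *rpotmp*, with a correlation of -0.50 across the 136 probes, which are not independent replicates. In *rpotmp*, nad6 is at -2.69 ± 0.71 (adjusted p 0.00247, red above background on 1 of 3 arrays), and in OEM15 at 1.23 ± 0.11 (adjusted p 0.0674). For rps4, the OEM15 ratio is 1.58 ± 0.51 (adjusted p 0.0344). Not every locus is called higher in OEM15 and lower in *rpotmp*: cox1 is not called in OEM15 (0.75 ± 0.50, adjusted p 0.187), and rrn26 is at 0.43 ± 0.55 there while it rises in *rpotmp*. By locus, 19 of the paper's listed genes are called lower and 11 higher in *rpotmp*, and none of the 20 called higher in OEM15 is called higher in *rpotmp*. The paper takes the opposite changes as proof of transcription by RPOTmp, and the arrays measure RNA levels against Col-0.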

The number of identified RPOTmp-dependent mitochondrial genes turned out to be more significant than previously shown [27], and this included several ORFs: the transcript levels changed in opposite directions in the *rpotmp* (reduced) and the OEM15 lines (increased), which proves that they are transcribed by RPOTmp (Figure 8 and Figure 9).

Most of the chloroplast genes were transcribed by PEP polymerase, and several by NEP polymerase [70,71,72]. 

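Of 96 probes with plastid-genome coordinates, 0 are called in *rpotmp* by limma, and 12 have an unadjusted p under 0.05, with ratios from -0.52 to 0.97 over all of them. In Tmp-M3 and Tmp-P1 0 are called as well (10 and 8 unadjusted). A single probe is called in OEM15 and OEP12, TA38314_3702 (plastid genome, 45998 to 46056), at 1.13 and 1.83, named after its values were seen.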

The data of [27,30] and the present study show that the level of chloroplast transcripts remained unchanged in the *rpotmp* knockout line, except for the *rrn16* operon transcript initiated from the PC-promoter [29,30], which, however, did not affect the level of the mature *rrn16* transcript. The plants of the Tmp-M line were phenotypically almost indistinguishable from the wild-type plants, suggesting that RPOTmp is not essential in plastids for plant growth. An increase in the transcript levels of three NEP-dependent genes (*accD*, *clpP*, and *rpoB*) and the *rrn16* operon initiated from the PC-promoter was detected in the OEP lines (Figure 11), while the transcript levels of some other NEP-dependent genes (*rbcL*, *ycf3*) remained unaffected, assuming that RPOTmp has different affinity for diverse NEP promoters. These transcript level changes strongly suggest that the recombinant RPOTmp protein is present and active only in chloroplasts of the OEP lines, and it is not present in the chloroplasts of OEM lines. The increase in some transcript levels could trigger regulatory events leading to elevated seedling growth and development.

The expression of mitochondrially encoded genes in plants is mainly regulated post-transcriptionally [73]. 

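MEF3 and AT3G15930 are called lower in OEM15 with adjusted p of 0.0811 and 0.102. No fold is given for either, because both channels are near background there: the red channel is above background on 0 of 3 arrays and the green channel on 1 of 3. Leaving out OEM15 replicate 2 or 3 loses the call of MEF3, and leaving out any of the 3 arrays loses that of AT3G15930.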

A significant decrease in the expression of two mitochondrial editing factors (PPR proteins) in the OEM15 line (Data S1) indicates a possible connection between RPOTmp expression and the post-transcriptional regulation of genes encoding subunits of respiratory complexes. These two factors are MEF3, a sequence-specific RNA editing factor involved in the editing of the *atp4*-89 site in plant mitochondria [74], and the product of the AT3G15930 gene, which is co-expressed with the NAD5B transcript (ATMG00665) of complex I according to the STRING database. We hypothesize that the expression of these two proteins in the OEM15 line is suppressed in response to an excess of the primary mitochondrial transcripts accumulated in mitochondria, representing the negative regulation of mitochondrial gene expression.

### 3.3. Mitochondrial Retrograde Regulation Factor Expressions Are Affected by Rpotmp Knockout

Reduced transcript levels of several ETC complex I and IV subunits in the *rpotmp* mutant line decreased the content of assembled complexes and SCs, as well as potentially led to the imbalance and dysfunction of the ETC. The nucleus responds to mitochondrial dysfunction by switching on alternative respiration pathways, branched chain amino acid degradation, and the upregulation of several chaperones and transport proteins [75]. The changes in transcript levels of the nuclear-encoded genes observed in the *rpotmp* mutant line are most likely a general cellular response to retrograde signals of mitochondrial dysfunction and/or a more specific response to a deficiency of the mitochondrial respiratory complexes I and/or IV.

Using the rpotmp mutant, Merendino et al. [76] demonstrated the physiological impact of mitochondrial dysfunctions during skoto-morphogenesis (plant development in darkness), which consisted of transcriptomic alterations specifically dependent on the activity of the AOX1a enzyme, a key marker of mitochondrial retrograde regulation [75] that is induced in response to various mitochondrial and chloroplast perturbations [77]. However, in our experiments, *AOX* genes were not found among the DEGs of the studied lines. 

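AOX1A (AT3G22370, chromosome 3, 7908564 to 7908623) is at 0.65 ± 0.25 in *rpotmp* (adjusted p 0.505), 0.89 ± 0.81 in Tmp-M3, 0.82 ± 0.35 in Tmp-P1 and -0.64 ± 0.58 in OEM15, and is not called. In OEP12 it is at -1.27 ± 1.55 (adjusted p 0.207), with -2.50, -1.76 and 0.47 on its arrays, and it is called lower without OEP12 replicate 3, at -2.13.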

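In Tmp-M3, UPOX1 is called higher at 2.87 ± 0.61 (adjusted p 0.191), a call that is lost when any array of the line is left out. HRG1 is not called there by its brighter probe (1.25 ± 0.98, adjusted p 0.461) or by the other one (1.18, adjusted p 0.272). With the slide as a fixed block the brighter HRG1 probe is called there. AT12CYS-2 has 2.51, 4.81 and 4.22 on the arrays of Tmp-M3, and leaving out Tmp-M3 replicate 2 (3.37) or Tmp-M3 replicate 3 (3.66) loses its call.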

A significant increase in mitochondrial dysfunction [77] and MRR [36] marker transcript levels (*AT12CYS-2*, *UPOX*, and *HRG1)* was observed in *rpotmp* and complementation lines (Tmp-M3 and Tmp-P1) (Data S1).

Multiple upstream regulatory factors of MRR include transcription factors of the NAC family, as well as ANAC017 (activates ANAC013 transcription [55]) and ANAC013 (induction correlates with the ethylene response, ROS production, and AOX1a transcript level [78]). The ANAC013 transcript level was highly upregulated in both *rpotmp* and *ndufs4* lines, while ANAC017 was not (Figure 12). Overexpression of ANAC013 strongly induces *At12CYS-2* transcription [55] since ANAC013 binds to the promoters of genes encoding AOX1a [79] and At12CYS-2 [55]. A high expression of *AT12CYS-2* and *AOX1A* appeared to limit the plastid gene expression (PGE) in rifampicin-treated seedlings [80].

Van Aken et al. [81] showed that ANAC017 had little or no control over transcription within the mitochondrion, confirming reports [82] that nuclear and mitochondrial transcription are largely regulated independently. The absence of ANAC017 did not prevent the induction of AOX1A, At12CYS-2, and NDB4 by rifampicin treatment, indicating the existence of alternative retrograde pathways independent of canonical factors in seedlings subjected to mitochondrial stress in response to plastid dysfunction in the dark [80]. Also, as shown in [83], blocking ethylene signaling partially suppressed mitochondria-to-nucleus signaling independently of ANAC017. Our observations highlight the importance of At12CYS-2 and ANAC013 as regulatory factors signaling mitochondrial respiratory complex I dysfunction. As At12CYS proteins are located in both chloroplasts and mitochondria, they likely coordinate some of the functions that mediate interorganellar communication [20].

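TSPO (AT2G47770, chromosome 2, 19569299 to 19569358) is called higher in *rpotmp* at 2.19 ± 0.50 (adjusted p 0.118, green above background on 2 of 3 arrays), and its other probe is called too (1.47, adjusted p 0.184). In Tmp-P1 it is called at 2.13 ± 2.21 (adjusted p 0.13, green above background on 1 of 3), but a single array carries the value: 1.68, 0.18 and 4.53 on the arrays, and 0.93 without Tmp-P1 replicate 3. The other probe is not called in Tmp-P1 (1.04, adjusted p 0.365). Leaving out any array of *rpotmp* loses the call in that line, with ratios from 1.92 to 2.42.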

The *Arabidopsis* lines lacking RPOTmp in mitochondria were characterized by a significant increase in the expression of the membrane sensor protein TSPO (Data S1). *TSPO* transcript levels are known to be elevated in response to ABA, salt, and osmotic stress in seedlings [84]. Depending on the stress condition, TSPO was found in the membranes of mitochondria and ER [84]. Salt stress leads to a re-localization of the AtTSPO from ER to chloroplasts [85]. During salt and other stress conditions, AtTSPO may play a role in transporting tetrapyrrole intermediates [85], which are important in plastid retrograde signaling and tolerance to environmental stresses [86]. We observed both a significant increase in TSPO expression in the lines lacking RPOTmp in mitochondria and a significant deleterious effect of increased ABA and salt concentrations on their early development (Figure 4 and Figure 5 and Figure S3), indicating the possible involvement of TSPO in the cellular response to mitochondrial dysfunction in these lines.

### 3.4. Several TFs May Be Responsible for the Low Stress Sensitivity of RPOTmp Overexpressors

The decreased sensitivity of RPOTmp overexpressors to sucrose, ABA, and salt stress can be explained in the context of multifactorial events, where the altered activity of not only RPOTmp, but also other RPOTs is superimposed on altered hormonal metabolism. Bychkov et al. [68] showed that the hormone-related expression of the mitochondrial genome is at least, in part, regulated via the genes encoding RPOTmp and RPOTm, as well as the MTERF and SWIB family members. These genes were downregulated by ABA in the WT plants, modulating the accumulation of mitochondrial gene transcripts. The disruption of *RPOTmp* blocks or attenuates the hormone-dependent responses of mt-encoded genes, and it alters the sensitivity of the *rpotmp-2* mutant to hormone treatment. However, hormone-related changes in the transcriptional activity of mitochondrial genes may be modulated indirectly, suggesting that additional factors are needed for their regulation [68].

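ABI4 (AT2G40220, chromosome 2, 16796601 to 16796660) is near background in both channels in every line, and no ratio is given. It is not called in OEM15 (adjusted p 0.99) or OEP12 (adjusted p 0.943).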

The expression of ABI4, one of the tetrapyrrole-signaling components that positively regulates plant development and the response to environmental stresses [86], was not changed in the RPOTmp overexpressors. It seems that other factors not associated with ABI4-dependent ABA degradation were involved in the accelerated germination and the reduced ABA sensitivity of the lines with RPOTmp overexpression.

Salt stress can trigger the ABA-dependent signaling pathway in plants: AtWRKY66 was shown to play a positive regulatory role in mediating salt tolerance through an ABA-dependent signaling pathway, affecting expression changes in the salt stress- and ABA-related genes [87]. Our analysis revealed an increased transcript level of ABF1 (AT1G49720) and a decreased transcript level of WRKY66 (AT1G80590) in the OEM15 line (Figure S11), indicating that RPOTmp overexpression affected the response to ABA and salinity.

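ABF1 (chromosome 1, 18402485 to 18402544) is at 0.47 ± 0.25 in OEM15 with an adjusted p of 0.0974, higher on all 3 arrays and short of the fold limit, so it is not called. Its other probe is at 0.21 (adjusted p 0.853). ABF1 is at 0.53 ± 0.14 in *rpotmp* (adjusted p 0.0769). WRKY66 (chromosome 1, 30296216 to 30296275) is called lower in OEM15 (adjusted p 0.082), with red above background on 0 of 3 arrays and green on 1 of 3, so no fold is given. That call is lost without OEM15 replicate 1 or 2.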

It is interesting to note that, in the OEP12 line, chloroplast lipid metabolism might be affected not only by an increase in the expression of the plastid *accD* gene (Figure 11c) encoding a subunit of multimeric acetyl-CoA carboxylase [88,89], but also by increasing the expression of TF WRI4 (Data S1), which is known to activate the transcription of genes encoding chloroplast proteins involved in fatty acid biosynthesis during seed and flower development [90]. 

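WRI4 (AT1G79700, chromosome 1, 29990485 to 29990544) is called higher in OEP12 at 1.19 ± 1.16 (adjusted p 0.129), with 2.46, 0.92 and 0.19 on its arrays. Without OEP12 replicate 1 it is at 0.55 and not called, and its other probe is not called (0.87, adjusted p 0.158). In OEM15 it is at 0.89 ± 0.20 (adjusted p 0.149), below the fold limit.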

WRI4 is also upregulated by salt stress, and it is involved in activating the cuticular wax biosynthesis in *Arabidopsis* stems [91]. Increased *accD* transcription due to increased RPOTmp levels in chloroplasts may cause activation of *WRI4*, affecting plant growth.

The lines overexpressing RPOTmp were characterized by decreased expressions of several NAC transcription factors: ATAF1 (ANAC002), ANAC102 in all the lines studied, and ANAC055 in the OEP lines (Figure 12). ANAC055, ATAF1, and ANAC102 were induced by a long-term treatment with ABA and/or during age-dependent senescence [58]. Overexpression of these genes increased sensitivity to ABA in *Arabidopsis* [92,93]. Under ABA treatment, these SNAC-A genes regulate the expression of glyoxalase and thioredoxin [58], which are known as antioxidant compounds and are induced by abiotic stress conditions. ANAC102 and ATAF1 are also potential regulators of brassinosteroid (BR) catabolism and seedling photomorphogenesis [94,95]. ATAF1 is a positive regulator of ABA biosynthesis, directly regulating the abscisic acid biosynthetic gene *NCED3* [96] and integrating ABA- and H_2_O_2_-dependent signaling with senescence [97]. ANAC102 localizes to both chloroplasts and nucleus in *Arabidopsis.* In the chloroplasts, it specifically localizes with the nucleoids, where it interacts with the chloroplast RNA polymerases [98]. The overexpression of ANAC102 in chloroplasts leads to reduced chloroplast gene expression and chlorophyll content, indicating that this TF functions as a repressor in chloroplasts. The ANAC102 factor also plays a role in mediating the response to low oxygen stress (hypoxia) in germinating seedlings [99]. In our study, the OEM and the OEP lines were characterized both by the lower sensitivity of their seedling development to ABA treatment and by decreases in the transcript levels of *ATAF1* and *ANAC102* (Figure 12), suggesting their participation in ABA-signaling. 

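CYP720A1 (AT1G73340, chromosome 1, 27575210 to 27575269) is called lower in OEM15 with an adjusted p of 0.088. Neither channel is above background on any of the 3 arrays, so no fold is given, and the call is lost without OEM15 replicate 2.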

The overexpression of RPOTmp in mitochondria also led to the suppression of a cytochrome P450 family protein, CYP720A1 (Data S1), which is involved in BR biosynthesis [100]. This is an interesting observation linking RPOTmp with ANAC102, ATAF1, and BR regulation.

According to Alshareef et al. [101], *ATAF1* co-expressed with *ANAC055* appears to have a common role working as a negative regulator in the thermomemory of *Arabidopsis* seedlings. ANAC055 is involved in the jasmonic acid-mediated signaling pathway [102].

## 4. Materials and Methods

### 4.1. Plant Material and Growth Conditions

The seeds of wild-type *A. thaliana* (L.) Heynh. ecotype Columbia (Col-0), the *ndufs4* knockout line (Sail596_E11) from the SAIL collection [103], the *rpotmp* knockout line (GABI_286E07) from the GABI-Kat collection [104], and the *abi4-1* knockout line were obtained from the *Arabidopsis* Biological Resource Center at Ohio State University (Columbus, OH, USA).

Seeds were sown in pots filled with a mixture of compost/vermiculite (1:1, *v*/*v*). After 3 days at 4 °C, the seedlings were grown at 22 °C in a KBW720 growth chamber (Binder, Germany) at a photon flux density of 150 μmol·m^−2^·s^−1^ and with a 16 h light/8 h dark photoperiod. For analysis of the early growth stages, seeds were germinated on Petri dishes. The seeds were sterilized in 80% (*v*/*v*) ethanol, 0.05% (*v*/*v*) Triton X-100 for 10 min, and were rinsed twice with sterile deionized water. The seeds were sown in Petri dishes containing 0.5X Murashige and Skoog salts (Sigma-Aldrich) and 0.8% (*w*/*v*) Phytagel (Sigma-Aldrich), and they were grown under the conditions described above. At least 30 plants of each line were used to estimate growth characteristics. To assess root elongation in the seedlings, Petri dishes were placed vertically facing the light source. Roots were measured by ruler. Germination as a quantitative indicator was calculated as a percentage of the total number of sown seeds.

To test the effect of abscisic acid on seed germination, Petri dishes with 0.5× Murashige and Skoog medium supplemented with 0.2 or 0.5 µM of ABA were used. To test the effect of NaCl, Petri dishes with 0.5× Murashige and Skoog medium supplemented with 75, 100, 125, 150, or 200 mM of NaCl were used. NaCl was added into the flasks with medium components and sterilized by boiling before being poured into the Petri dishes.

### 4.2. Obtaining Transgenic Arabidopsis Plants

To obtain transgenic lines with an overexpression of recombinant RNA polymerase RPOTmp, two genetic constructs described in [30] were used. In these constructs, a sequence of the catalytic part of the *Arabidopsis RPOTmp* gene cloned in the binary plasmid pBI121 [105] was combined with a sequence encoding the transit peptide of mitochondrial RNA polymerase RPOTm (mtTmp-pBI121) or with a sequence encoding the transit peptide of chloroplast RPOTp (ptTmp-pBI121). The genetic constructs were introduced into *A. tumefaciens* according to [106]. The transformation of *Arabidopsis* with *Agrobacterium* was by the floral dip method [106]. As a result, homozygous lines with RPOTmp overexpression in mitochondria (OEM) or in chloroplasts (OEP) were obtained on the basis of wild-type plants. Lines with a complementation of RPOTmp functions in mitochondria (Tmp-M) or chloroplasts (Tmp-P) on the basis of *rpotmp* mutant were obtained as described in [30].

### 4.3. Microarray and Bioinformatic Analysis

Total RNA was extracted from the rosette leaves of 12-day-old plants using a Qiagen RNeasy plant mini kit (Qiagen, Hilden, Germany). cDNA was synthesized in AffinityScript-RT using random primers (Agilent Technologies, Santa Clara, CA, USA). cRNA samples were labeled with a two-color Low Input Quick Amp labeling kit and a two-color Agilent RNA Spike-In kit according to the manufacturer (Agilent Technologies) protocol. The cRNA samples of the Col-0 and transgenic lines were labeled with Cy3 and Cy5 fluorescent dyes, respectively, and purified. Microarray analysis was performed by hybridizing four arrays in a single *Arabidopsis* (V4) Gene Expression Microarray slide (4 × 44 K; Agilent Technologies) with a mixture of the Cy3- and Cy5-labeled cDNA. After hybridization by a Gene Expression Hybridization kit (Agilent Technologies), the microarray slide was scanned using a scanner model G2539A with scan control A.8.5.1 (Agilent Technologies). Data analysis was performed using Feature Extraction 10.10.1.1 (Agilent Technologies). For the analysis, RDyeNormSignal and GDyeNormSignal were used. The data processing was performed using the R programming language [107], the limma package [108], and Bioconductor.org [109]. Genes with expression value fold changes greater than 2, and had moderated *t*-test *p*-values (adjusted via the BH (Benjamini–Hochberg) method) of less than 0.2, were considered differential expressed genes (DEGs). The heat maps were drawn using the ComplexHeatmap package [110]. Plots were generated using ggplot2 package [111]. Gene set enrichment analysis was performed using ClusterProfiler package [112]. Venn diagrams were drawn using the Venn package [113].

### 4.4. Analysis of Gene Expressions and Copy Numbers

RNA was extracted from the seedlings using TRI Reagent (Sigma-Aldrich, St. Louis, MO, USA) in accordance with the manufacturer’s instructions, then treated with RNase-free DNase (Thermo Fisher Scientific, Waltham, MA, USA) and quantified with a NanoPhotometer NP80 (IMPLEN, Munich, Germany). The RNA quality was checked by electrophoresis in 1% (*w*/*v*) agarose gel. cDNA was synthesized using random hexamer primers and M-MuLV Reverse transcriptase (Thermo Scientific). Quantitative PCR (qPCR) amplification of cDNAs was performed with the SYBR Select Master Mix (Applied Biosystems, Waltham, MA, USA) and a CFX96 cycler (Bio-Rad, Hercules, CA, USA). All reactions were performed in duplicate. The expression of each gene was normalized using the expressions of the *YLS8* (at5g08290) and *AP2M* (at5g46630) genes [114]. RT-qPCR analysis was repeated three times with independently isolated RNA samples. Primer sequences are listed in Supporting Table S1.

The DNeasy Plant Mini kit (Qiagen) was used for DNA isolation in accordance with the manufacturer’s instructions. The gene copy number analysis was performed with qPCR as described above employing the primers used for RT-qPCR. The nuclear *ACT7* gene was used for normalization of the data (Table S1).

### 4.5. BN-PAGE and In-Gel Activity Staining

Mitochondria were isolated from the 3-week-old plants of *A. thaliana* in accordance with Sweetlove et al. [115] with modifications. Mitochondrial membranes (100 µg of protein) were solubilized in 30 µL of a buffer containing 30 mM of HEPES, 150 mM of K-acetate, 10% glycerol, 2 mM of PMSF, and 5 mg of digitonin per 1 mg of protein. The supernatant enriched with the mitochondrial membrane complexes was obtained after centrifugation at 14,200× *g* (30 min) and then mixed with a 5% (*w*/*v*) solution of Coomassie brilliant blue G-250.

Blue native electrophoresis in polyacrylamide gel (BN-PAGE) was performed in protein electrophoresis chambers with glass sizes of 16 × 20 cm (Bio rad Protean II xi) in accordance with [116]. BN gradient gels with concentrations of 3.5–13% acrylamide were used. Electrophoresis conditions were 105–110 V overnight. The 2D BN/SDS-PAGE was carried out in a protein electrophoresis chamber with a glass size of 15 × 15 cm (Helicon, Moscow, Russia) according to the method described in [117]. A 2D BN/SDS gradient gel with concentrations of 10–20% acrylamide was used. The electrophoresis conditions were 4 °C and 150 V overnight. The gel was stained with colloidal Coomassie (8% (NH_4_)_2_SO_4_, 1.6% H_3_PO_4_, and 0.08% Coomassie G-250, 20% EtOH).

The in-gel activity staining of complexes I and IV in the BN-PAGE gel was performed according to established protocols [118,119]. The activity of complex I was evaluated by gel incubation in a buffer containing 0.1 M of Tris-HCl, 0.225 mM of NADH, and 157 µg/mL of nitroblue tetrazolium (NBT) for 10 min. Activity of complex IV was evaluated by gel incubation in a buffer containing 50 mm of KH_2_PO_4_, 0.1% diaminobenzidine, 1 mg/mL of cytochrome c, 7.5% sucrose, a pH of 7.4 for 60 min.

### 4.6. Western Blotting

Transfer of the gel obtained by 2D BN/SDS-PAGE to a nitrocellulose membrane (Bio-Rad Transblot transfer medium) was performed using a buffer (48 mM of Tris, 35 mM pf glycine, 10% methanol, and a pH of 9.2) and a Bio-Rad Mini Trans-blot Cell chamber for 3 h at 4 °C at a constant current of 400 mA. The membrane was incubated overnight at 4 °C in a blocking solution containing 200 mM of Tris, 500 mM of NaCl, 53 mM of NaN_3_, 5% (*w*/*v*) skimmed milk powder, and a pH of 7.5. Hybridization dilutions of the antibodies were prepared using the blocking solution. Commercial antibodies for *Arabidopsis* mitochondrial respiratory chain proteins (75 kDa, SDH1-1, CYC1, *Nad9*, *CoB*, and ATP3) were obtained from PhytoAB Inc. (San Francisco, CA, USA) and used in a dilution ratio of 1:2000. The used antibodies are listed in Table S2.

### 4.7. Statistical Analysis

The experiments were repeated three times or more. All experimental data were statistically analyzed using parametric (Student’s *t*-Test) and non-parametric tests (Kruskal–Wallis test and Mann–Whitney test). Verification of the distribution normality was carried out using the Shapiro–Wilk test. Mean values ± standard deviations of the mean (SD) were calculated from the results of at least three replicates, and significant differences relative to the controls are presented at * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, and **** *p* < 0.0001.

## 5. Conclusions

We have shown that an increase in the content of RPOTmp in mitochondria or chloroplasts leads to an increase in the level of transcripts of several mitochondrial (*nad4*, *cox1*, *matR*, etc.) or chloroplast (*accD*, *clpP*, and *rpoB*) genes, respectively. The accumulation of organellar transcripts somehow triggers a complex signaling cascade leading to faster growth, early flowering, lowered ABA sensitivity, and an increased stress resistance in the RPOTmp-overexpressing plants. Our work shows for the first time that the overexpression of RNA polymerase targeting mitochondria or chloroplasts induces an intensive retrograde response. Despite the similarity of the phenotype of the OEM and the OEP plants, the responses at the transcriptome level turned out to be highly specific to mitochondrial or chloroplast localization of overexpressed RPOTmp. Although the exact nature of the signal from the organelles to the nucleus remains unclear, NAC family transcription factors are involved in downstream regulatory events. ANAC013 and ANAC055 probably take part in signal transduction from mitochondria and chloroplasts, respectively, while ATAF1 and ANAC102 seem to participate in signaling from both organelles. A decreased sensitivity of the OE plants to ABA could also be at least, in part, modulated by the TFs of the NAC family. Many other factors, including TFs from different families and PPR-proteins, could also take part in the re-orchestration of metabolism in response to overexpression/absence of RPOTmp in organelles.

## Figures and Tables

**Figure 1:**
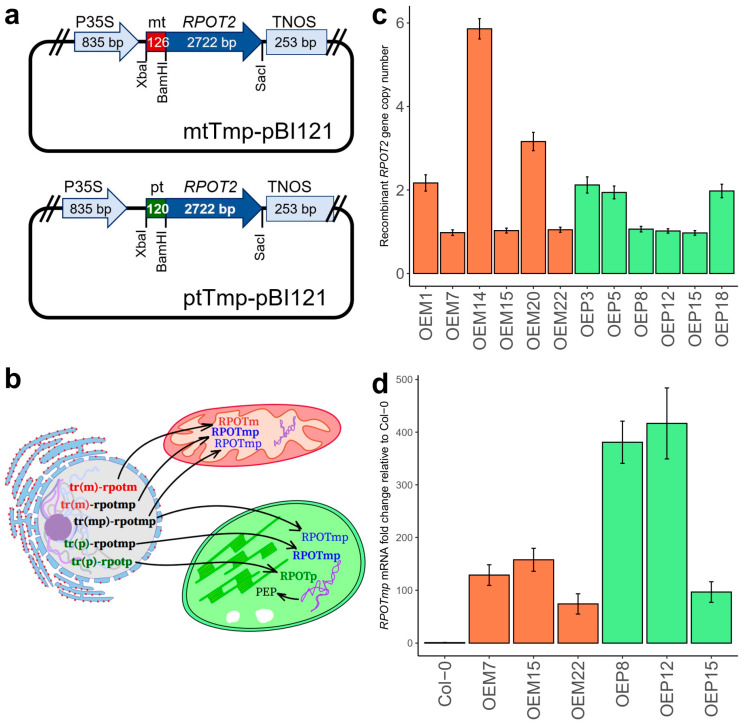
(**a**) Schematic representation of the genetic constructs used for obtaining transgenic lines [30]. Labels: the P35S-35S promoter of cauliflower mosaic virus, the TNOS-nopaline synthase terminator from the *Ti* plasmid of *Agrobacterium tumefaciens*, mt-cDNA of the transit peptide of *Arabidopsis* RPOTm, pt-cDNA of the transit peptide of *Arabidopsis* RPOTp, and RPOT2-cDNA of the *Arabidopsis* RPOTmp without transit peptide. (**b**) Schematic representation of the native and recombinant RPOTmp protein organellar localization in overexpressor plants. The tr(m), tr(p), and tr(mp)-sequences encoding the transit peptides of *Arabidopsis* RPOTm, RPOTp, and RPOTmp genes, respectively, where tr(mp)-rpotmp is the native *RPOT2*, and tr(m)-rpotmp and tr(p)-rpotmp are introduced transgenes. (**c**) The number of recombinant RPOTmp gene insertions in transgenic *Arabidopsis* lines with overexpression of RPOTmp targeted to mitochondria (OEM) or chloroplasts (OEP) determined by qPCR (*ACT7* gene copy number taken as 1). (**d**) The recombinant RPOTmp transcript levels in *Arabidopsis* transgenic lines determined by RT-qPCR (expression of *YLS8* was used for normalization); three or more biological replicates were used. In (**c**,**d**), the bar color represents mitochondrial (OEM, red) or chloroplast (OEP, green) targeting of recombinant RPOTmp.

**Figure 2:**
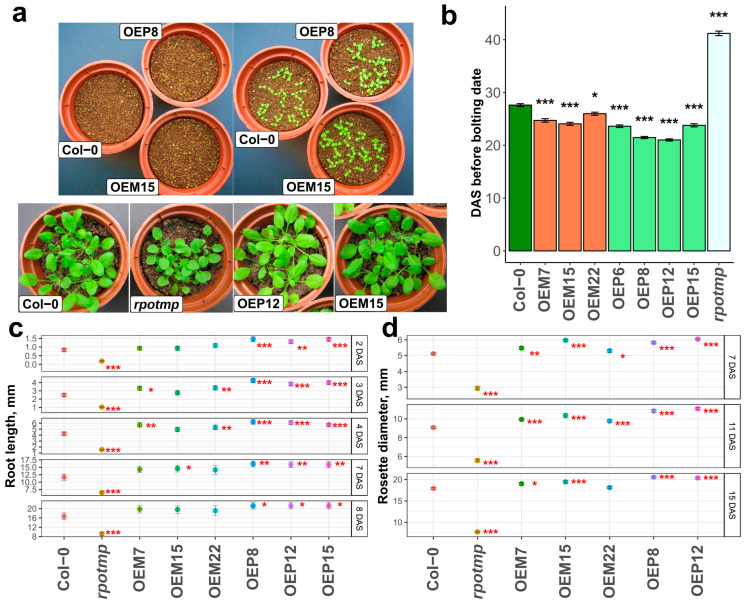
(**a**) Appearance of *Arabidopsis* wild-type plants (Col-0), *rpotmp* knockout line, and lines overexpressing RPOTmp in mitochondria (OEM15) or in chloroplast (OEP12). Left upper panel: 2-day-old seedlings; right upper panel: 7-day-old seedlings; bottom panel: 3-week-old seedlings. (**b**) Duration of the vegetative stage of development (from germination to flowering) of the studied *Arabidopsis* lines. (**c**) Root elongation in the RPOTmp overexpressors, Col-0, and the *rpotmp* lines during the first 8 days after the end of seed stratification. (**d**) Rosette diameter in the RPOTmp overexpressors, Col-0, and the *rpotmp* lines during the first 15 days after the end of seed stratification. The error bars represent standard deviations. Asterisks indicate differences from Col-0: *—*p* < 0.05, **—*p* < 0.01, and ***—*p* < 0.001. Sample size = 40 seedlings. DAS—days after stratification.

**Figure 3:**
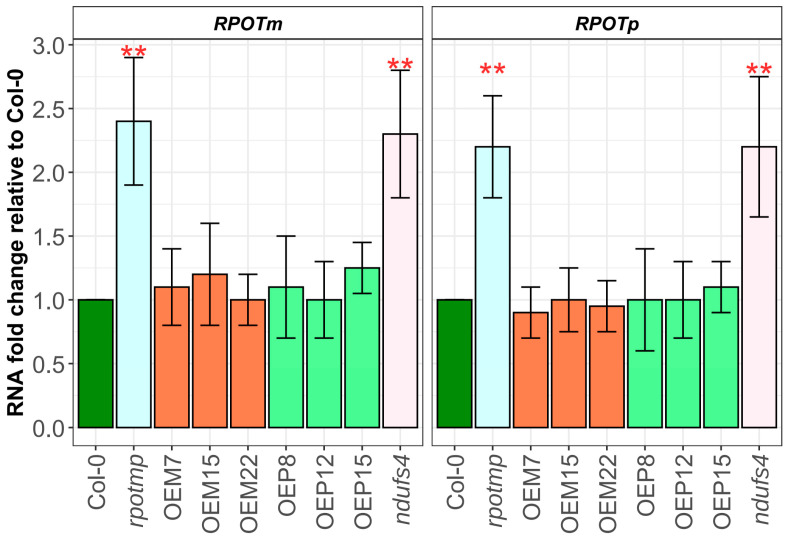
Transcript levels of the RPOTm and RPOTp genes in 12-day-old wild-type plants (Col-0) and the lines with overexpression of RPOTmp (OEM and OEP), as determined by RT-qPCR. The expression *YLS8* was used for normalization. Three or more biological replicates were used. Asterisks indicate differences from Col-0: **—*p* < 0.01.

**Figure 4:**
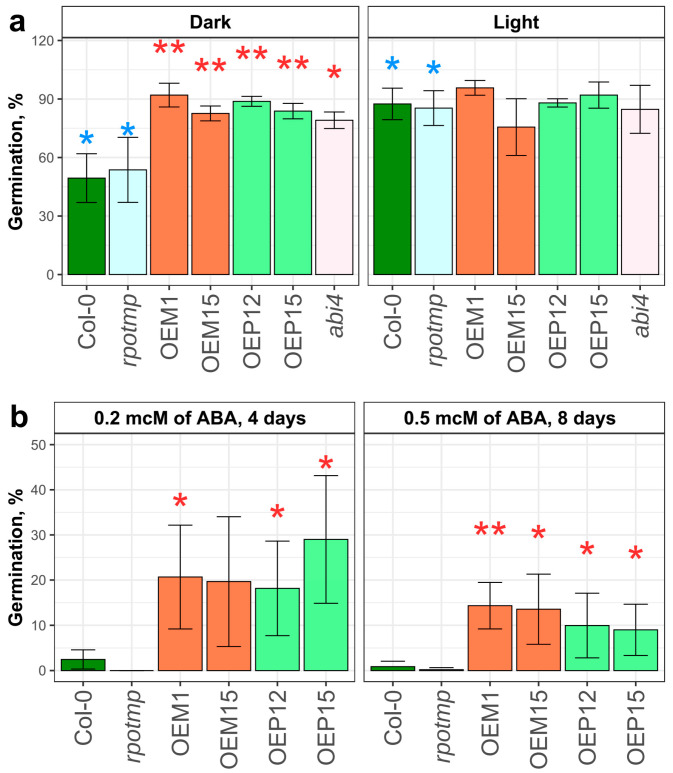
(**a**) Seed germination in the dark and in the light, 6 days after the end of seed stratification. *abi4*—abscisic acid insensitive mutant line. The asterisks above the diagrams indicate differences: blue—difference in the dark germination from the light one between same lines, red—difference in the germination from Col-0 in the same conditions: *—*p* < 0.05 and **—*p* < 0.01. (**b**) Seed germination in growth media containing 0.2 µM of ABA (4 days after the end of stratification) or 0.5 µM of ABA (8 days after the end of stratification). The error bars represent standard deviations. Red asterisks indicate differences from Col-0: *—*p* < 0.05 and **—*p* < 0.01. Sample size = 150.

**Figure 5:**
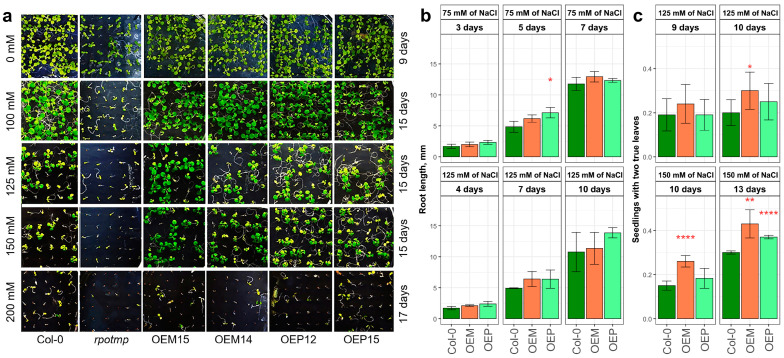
(**a**) Development of the Col-0, *rpotmp* mutant, and overexpressor seedlings in growth media containing 0, 100 mM, 125 mM, 150 mM, or 200 mM of NaCl. (**b**) Root lengths of the mitochondrial and plastid overexpressors grown in media with NaCl. (**c**) The number of seedlings with two true leaves under the same conditions. The error bars represent standard deviations. Asterisks indicate differences from Col-0: *—*p* < 0.05, **—*p* < 0.01, and ****—*p* < 0.0001.

**Figure 6:**
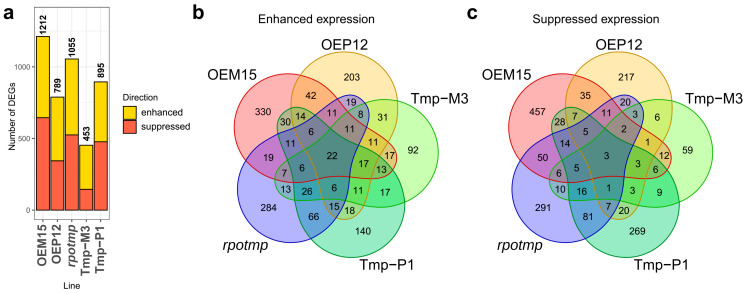
(**a**) The total number of microarray probes that were differentially expressed compared to wild-type plants. (**b**,**c**) Venn diagrams of DEGs with enhanced and suppressed expression.

**Figure 7:**
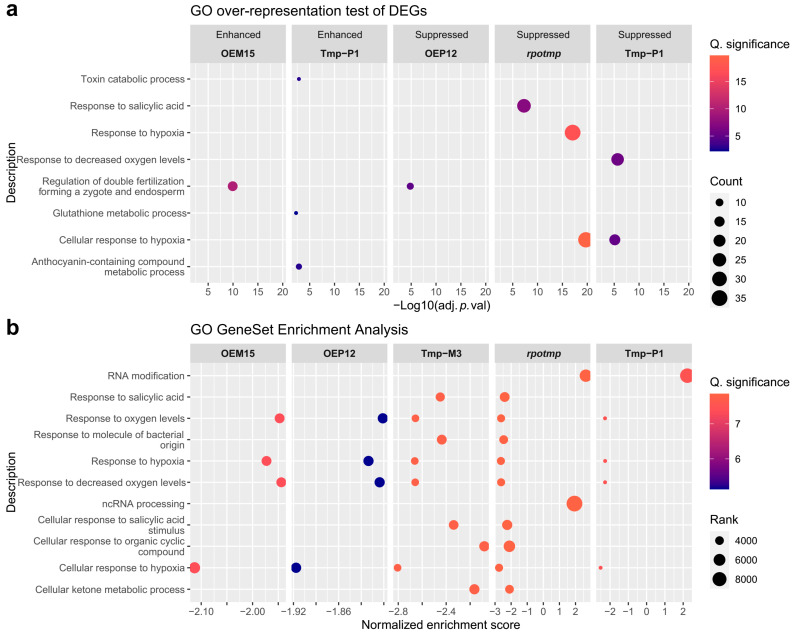
(**a**) Gene ontology over-representation analysis of DEG results and (**b**) GO gene set enrichment analysis results of the full transcriptome gene set. *p*-values were calculated by the Benjamini–Hochberg method.

**Figure 8:**
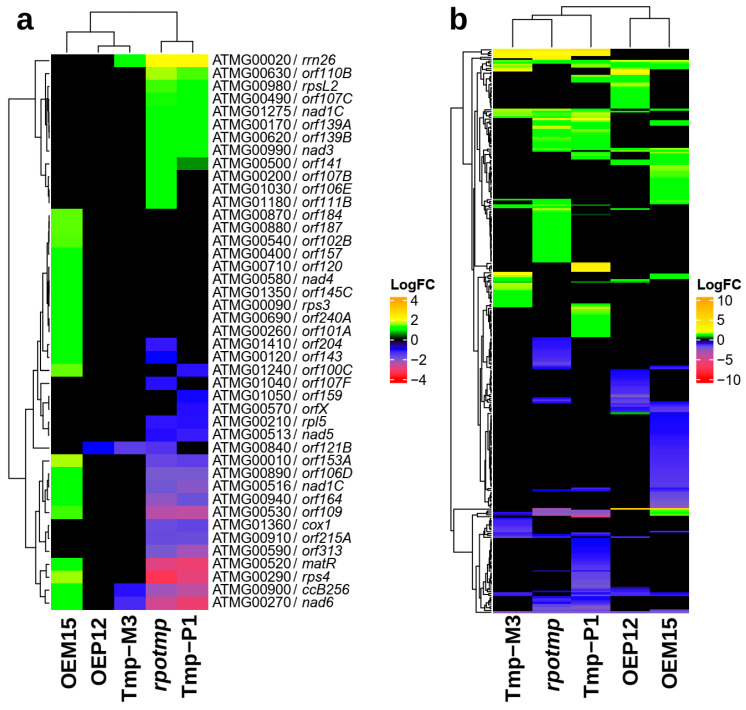
(**a**) Differentially expressed mtDNA-encoded genes and (**b**) differentially expressed nuclear-encoded genes with mitochondrial targeting, as determined by the DNA microarray method.

**Figure 9:**
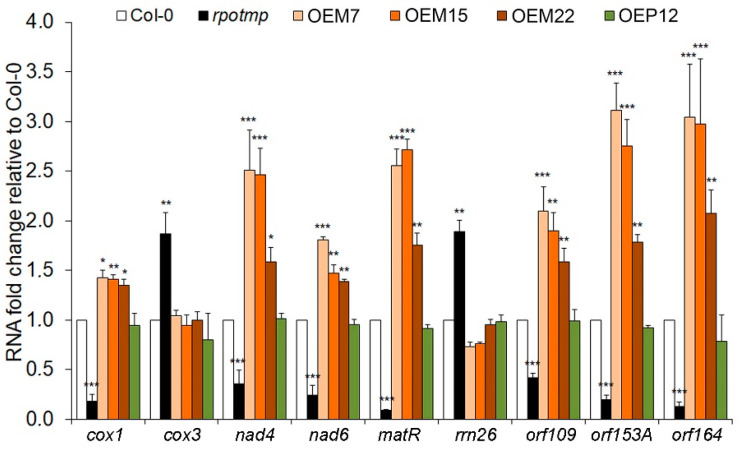
mRNA fold change in several mitochondrial genes in the rpotmp mutant line and lines with RPOTmp overexpression compared to the wild-type (Col-0) plants. RNA was isolated from 12-day-old seedlings. The average values with standard deviations of three biological replicates are shown, where *, **, and *** are statistically significant differences at *p* ≤ 0.05, *p* ≤ 0.01, and *p* ≤ 0.001, respectively.

**Figure 10:**
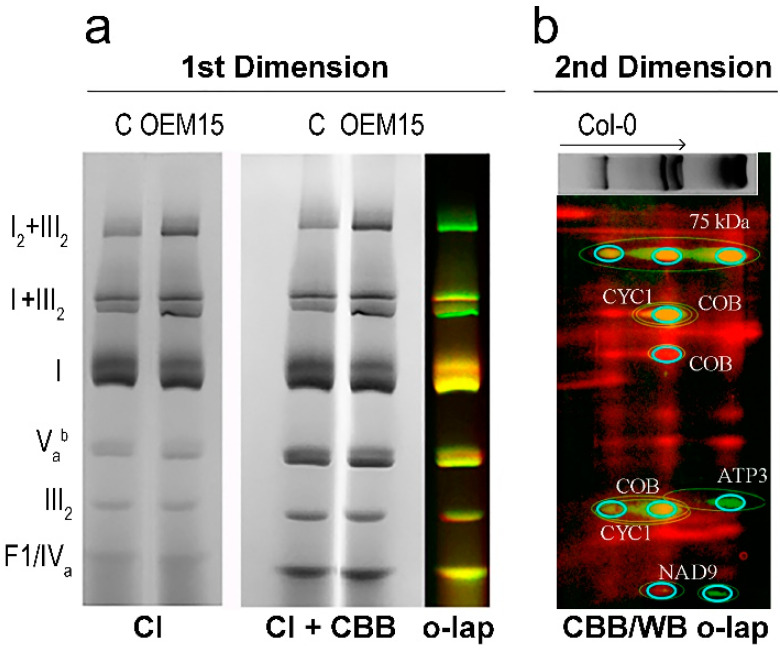
(**a**) BN-PAGE of *Arabidopsis* mitochondria. C—Col-0 wild-type plants, CI—complex I in-gel activity, CBB—Coomassie brilliant blue, and o-lap—overlap of electrophoregrams (Col-0 red and OEM15 green channel). (**b**) Overlapped image of the 2D BN/SDS-PAGE of Col-0 mitochondria and Western blotting. The direction of the first dimension is marked by an arrow.

**Figure 11:**
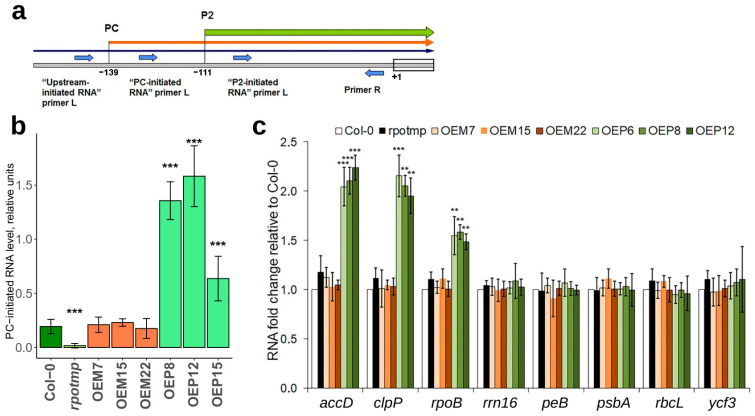
(**a**) Schematic representation of the *rrn* operon transcription initiation sites in *Arabidopsis* and the sets of primers used to evaluate the levels of RNA precursors. Black arrow represents upstream-initiated RNA, orange—PC-initiated RNA, green—P2-initiated RNA. (**b**) The transcript levels of *rrn16* initiated from the PC promoter in germinating seeds of the studied lines. (**c**) Transcript levels of several chloroplast genes in the studied lines. The average values of three biological replicates with standard deviations are shown. ** and *** are statistically significant differences at *p* ≤ 0.01 and *p* ≤ 0.001, respectively.

**Figure 12:**
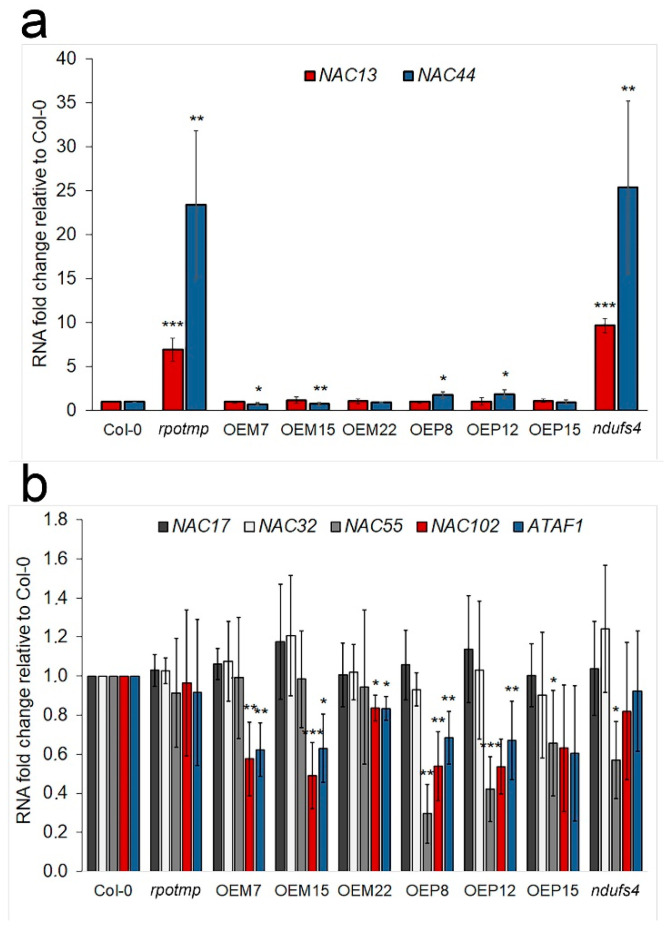
The transcript levels of NAC transcription factors in 12-day-old *rpotmp* and *ndufs4* mutant lines, as well as in lines with RPOTmp overexpression, as determined by RT-qPCR. (**a**) The relative mRNA levels of ANAC013 and ANAC044 in the studied lines, and (**b**) the relative mRNA levels of ANAC017, ANAC032, ANAC055, ANAC102, and ATAF1 (ANAC002) in the studied lines. *YLS8* was used for normalization. The average values of three biological replicates with standard deviations are shown. *, **, and *** are statistically significant differences at *p* ≤ 0.05, *p* ≤ 0.01, and *p* ≤ 0.001, respectively.

## Data Availability

The access of mRNA expression profiling data and the primary data of the mRNA profiles of the rpotmp mutant lines overexpressing or complementing RPOTmp in mitochondria (OEM15 and Tmp-M3) or in chloroplasts (OEP12 and Tmp-P1) are available at the Gene Expression Omnibus (GEO) site (http://www.ncbi.nlm.nih.gov/geo/, accessed on 26 December 2023). Accession number GSE251661 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE251661, accessed on 26 December 2023).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms25158164/s1.

# Supplementary material for: Overexpression of RPOTmp Being Targeted to Either Mitochondria or Chloroplasts in Arabidopsis Leads to Overall Transcriptome Changes and Faster Growth
**Source:** Int J Mol Sci. 2024 Jul 26;25(15):8164. doi: 10.3390/ijms25158164
**Supplement:** Supplementary file 1

## Supporting information

**Table S1.** Primers used for quantitative RT-PCR analysis.

| Gene/transcript name   | Forward primer            | Reverse primer           |
|------------------------|---------------------------|--------------------------|
| <i>rpoT2</i>           | GCGTTGGTTTGGTGAATGTGC     | AAGCGATAGGGTCTGGAGGGA    |
| <i>cox1</i>            | AGTCATTCTGGAGGAGCAGTTGA   | ACGGACCACACAAATAGGGGTAA  |
| <i>nad3</i>            | ACCTTTTTCTTTCCTTGGGCAGT   | CGAAGCACCCCTTTTCCATTCA   |
| <i>nad4</i>            | GCATTTCACTGGGTGGTCTGGT    | AGGGATTGGCACGCTTTCGG     |
| <i>nad6</i>            | AGCCGTTTCATTCCTTTTCGTTG   | GAGGTCGTATTTCTTTGGGTGT   |
| <i>accD</i>            | GCCCTTGGGGTTATGGATTTTCG   | TCCTTCTTGCATTCGTGCTCCT   |
| <i>clpP</i>            | AACTCTCCTGGTGGATGGGT      | ATTCTCCCGTTTGTGCCTCATAA  |
| <i>petB</i>            | TGACTTTTTATTACCGTCCAACCGT | ACCATCATACTTGCCGACCATCG  |
| <i>psbA</i>            | CGGTGCCATTATTCCTACTTCTGC  | AGTTCCCACTCACGACCCAT     |
| <i>rbcL</i>            | TGCCGTAGCCAACCGAGT        | TCTTTCCATACTTCACAAGCAGCA |
| <i>rpoB</i>            | GGCAGCGGGTAGGCGAAAT       | CGGAGCATCTTCTGGTTTAGGT   |
| <i>rrn16</i>           | AAGTCCGCCGTCAAATCCCA      | AGTGCTTTCGCCGTTGGTGT     |
| <i>ycf3</i>            | ACGAAACCCCTTTTACCACAAGC   | CGAACCAAGCCTCCGCCAT      |
| <i>yls8</i>            | GAGGTGCTTGCGTCTGTTGCT     | TGTCCTTGAGAGCCCAGTTGAT   |
| <i>clathrin</i>        | GCTGTTGGTTGGAGAAGAGAGG    | TCCCGTCACATCACACCGA      |
| <i>act7</i>            | GCACCGCCAGAGAGAAAATACAG   | ACCACCACGAACCAGATAAGACA  |
| P2-initiated RNA       | AGCGAACTCCATGCGAATATGAA   | GCCAGGATCGAACTCTCCATGA   |
| PC-initiated RNA       | GGGTAGCTATATTTCTGGGAGCGAA | GCCAGGATCGAACTCTCCATGA   |
| upstream-initiated RNA | GGCTCGTGGGATTGACGTGAG     | GCCAGGATCGAACTCTCCATGA   |

Primer sequences are given in 5'- 3' orientation.

**Table S2.** The list of antibodies obtained from PhytoAB Inc (USA) and used in the current study.

| S/N      | Subunit | ETC Complex | TAIR ID   |
|----------|---------|-------------|-----------|
| PHY0523S | 75 kDa  | I           | AT5G37510 |
| PHY1408S | SDH1-1  | II          | AT5G66760 |
| PHY0566S | CYC1    | III         | AT5G40810 |
| PHY0578S | COXX6   | IV          | AT2G16460 |
| PHY0595A | ATP3    | V           | AT2G33040 |
| PHY1080A | NAD9    | I           | ATMG00070 |
| PHY1116A | COB     | III         | ATMG00220 |

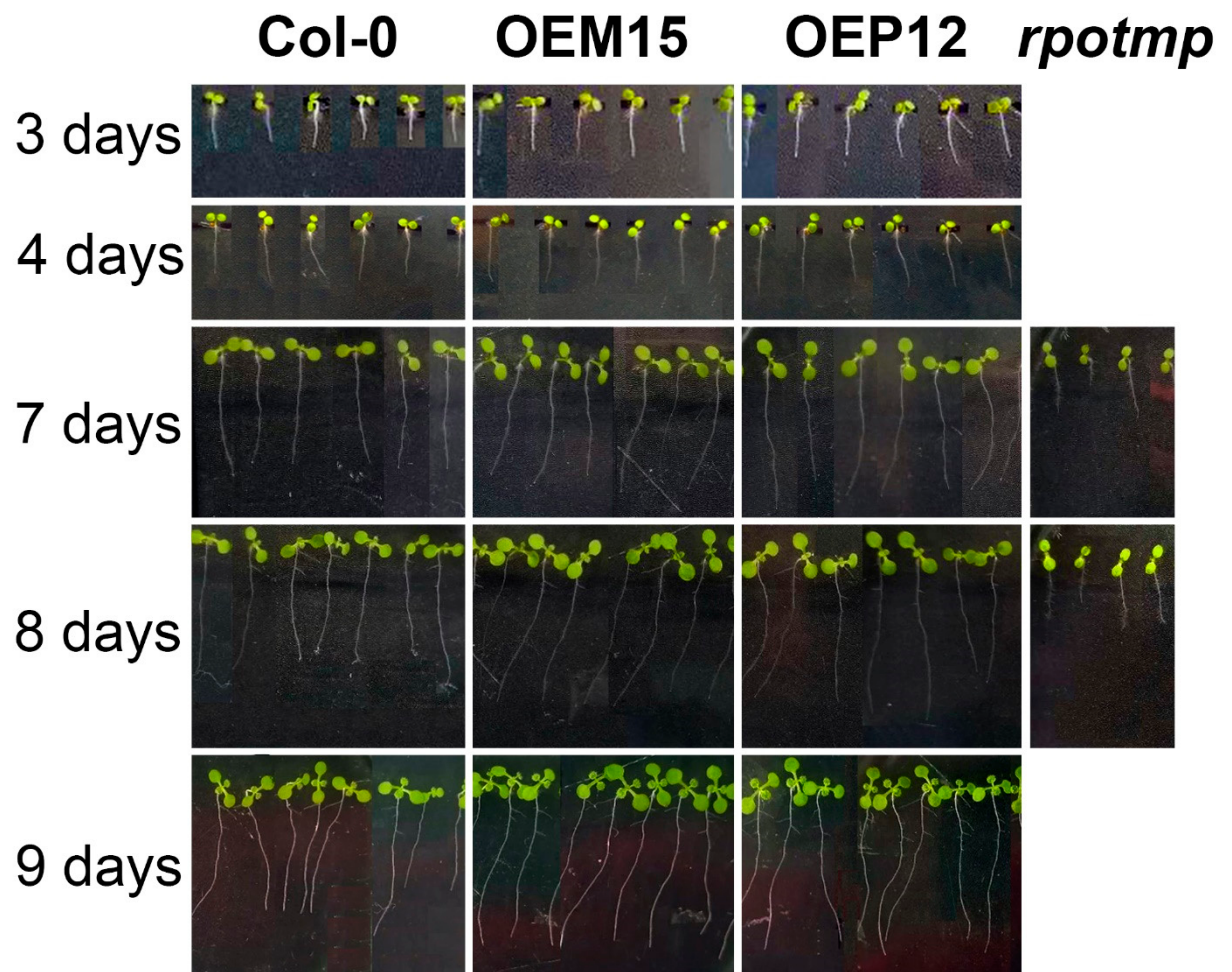

**Figure S1.** Phenotypic features of *Arabidopsis* lines with overexpression of RPOTmp targeted to mitochondria (OEM) or chloroplasts (OEP). Primary roots of the wild-type line (Col-0), *rpotmp* mutant, OEM15 and OEP12 lines grown vertically on plates with a nutrient medium.

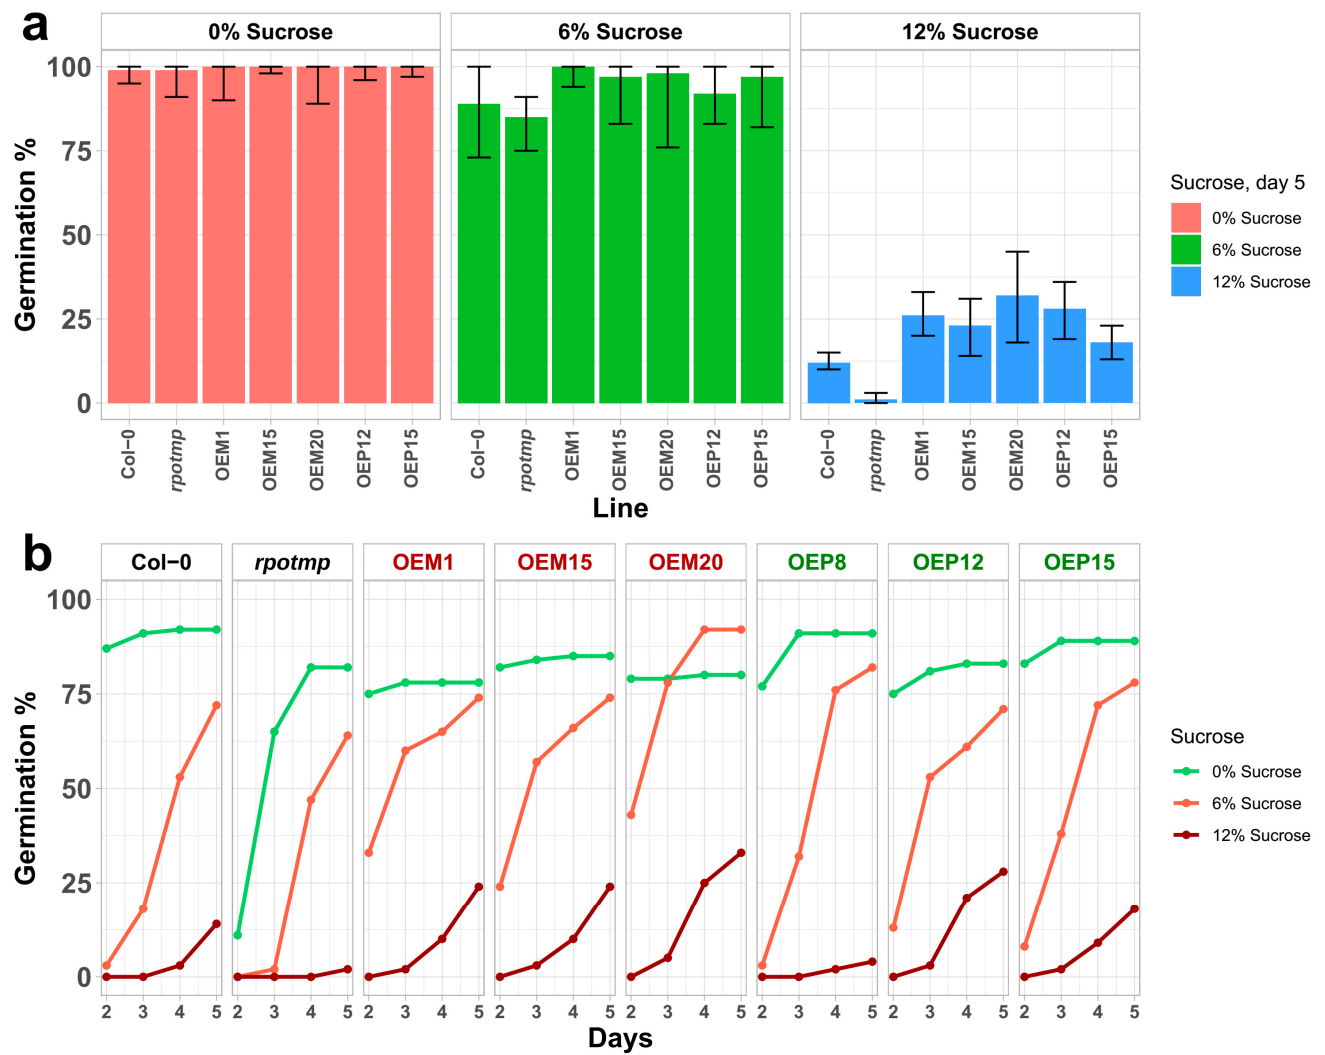

**Figure S2.** Germination of *Arabidopsis* lines with altered RPOTmp expression on the growth media containing elevated amounts of sucrose.

(a) Seed germination on growth media containing 0%, 6% or 12% sucrose, day 5 after the end of stratification. The graph shows the results of two independent experiments, number of seeds of each genotype on each growth medium in one experiment:  $n = 150$ .

(b) Seed germination rate on growth media containing 0%, 6% or 12% sucrose for 2-5 days. The graph shows the results of one experiment, the number of seeds of each genotype on each nutrient medium in one experiment:  $n = 80$ .

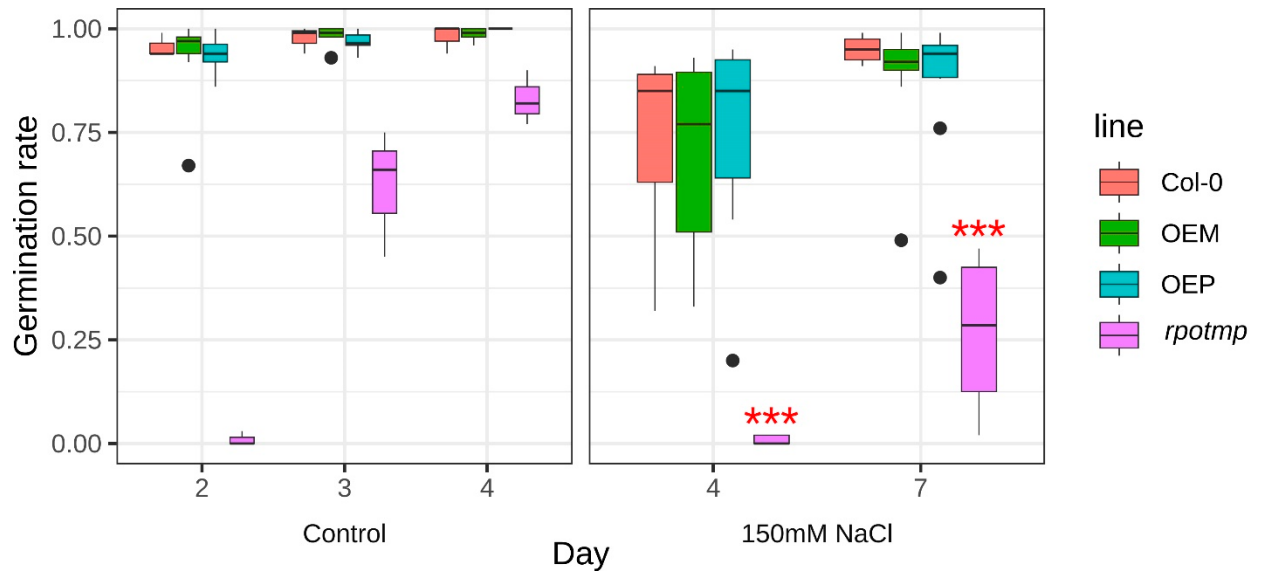

**Figure S3.** Germination of *Arabidopsis* lines with altered RPOTmp expression on the growth media containing NaCl.

Seeds of *Arabidopsis* lines with altered RPOTmp expression (*rpotmp*, OEM and OEP lines) were germinated on the growth media without (control) or with 150 mM NaCl. The germination rate was estimated on day 2, 3, 4 and 7 after the end of stratification. The boxes show the results of two independent experiments, number of seeds of each genotype on each growth medium in one experiment: n = 50. Asterisks indicate differences from Col-0: \*\*\*—p < 0.001 (Mann-Whitney-Wilcoxon test).

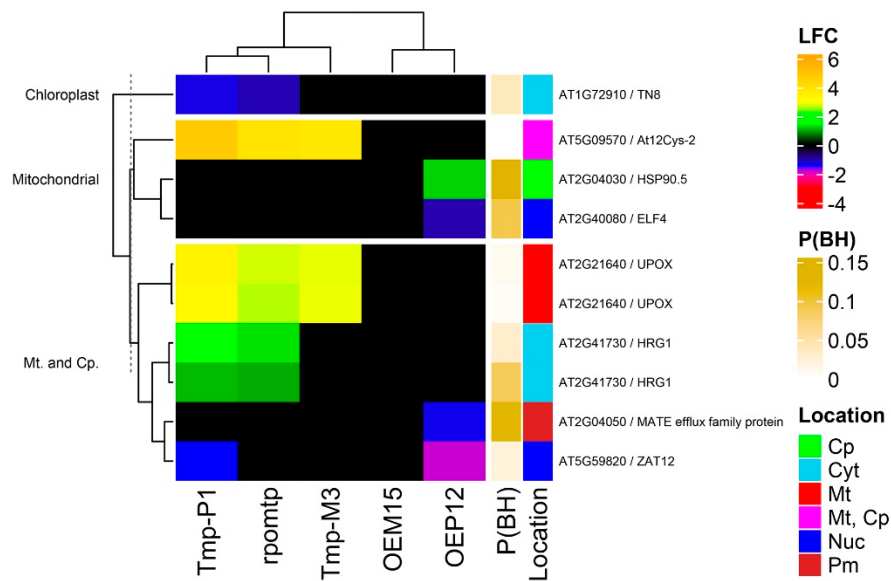

**Figure S4.** Differential expression of marker genes for mitochondria and chloroplasts perturbations in studied lines.

Heatmap of nuclear genes encoding marker factors in knockout mutant *rpotmp* and in lines with RPOTmp overexpression (OEM15 and OEP12) and RPOTmp function complementation (Tmp-M3 and Tmp-P1) is presented. The color key representing LFC-to-color transversion is provided. P(BH) stands for multiple comparison F-test p-values adjusted by Benjamini-Hochberg method. Location shows the cellular localization of the proteins: Cp – chloroplast, Cyt – cytoplasm, Mt – mitochondria, Mt, Cp – dual mitochondrial-chloroplast localization, Nuc – nucleus, Pm – plasma membrane.

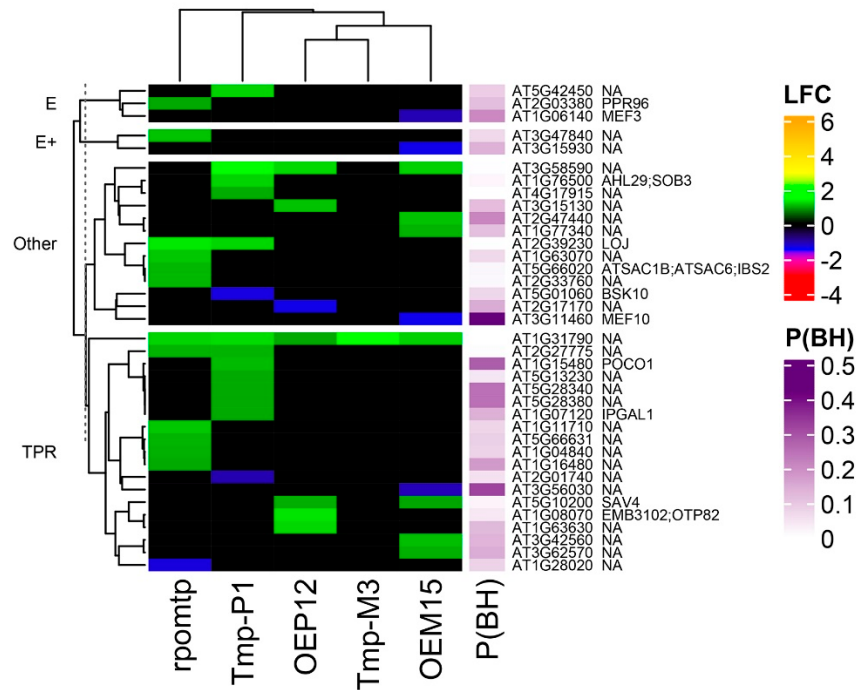

**Figure S5.** Expression of proteins with a tricopeptide repeat in studied lines.

Heatmap of nuclear genes encoding proteins with a tricopeptide repeat in knockout mutant *rpomtp* and in lines with RPOTmp overexpression (OEM15 and OEP12) and RPOTmp function complementation (Tmp-M3 and Tmp-P1) is presented. The color key representing LFC-to-color transversion is provided. P(BH) stands for multiple comparison F-test p-values adjusted by Benjamini-Hochberg method.

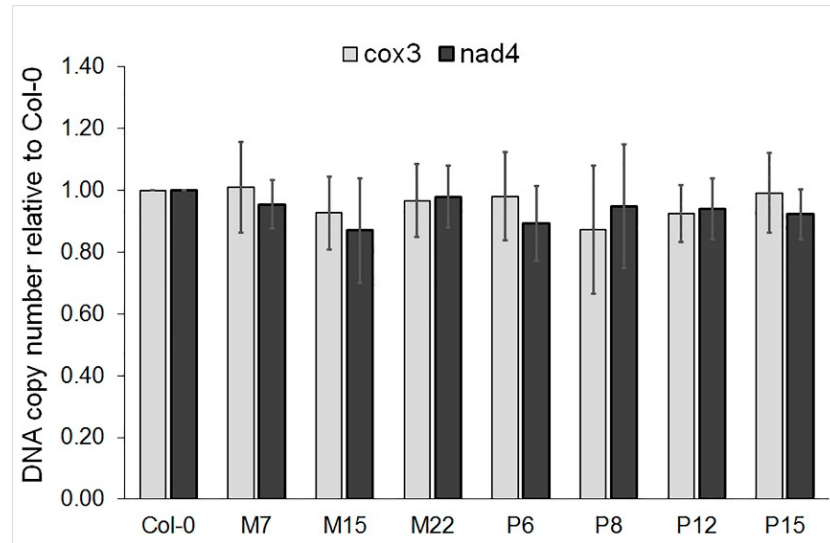

**Figure S6.** Copy number of mitochondrial genes in studied lines.

Analysis of the copy number of two mitochondrial genes, *COX1* and *NAD3*, was performed using the real-time PCR. Data from three independent biological replicates are presented. The *ACT7* nuclear gene was used for normalization. The transcript level in Col-0 was taken as a unit.

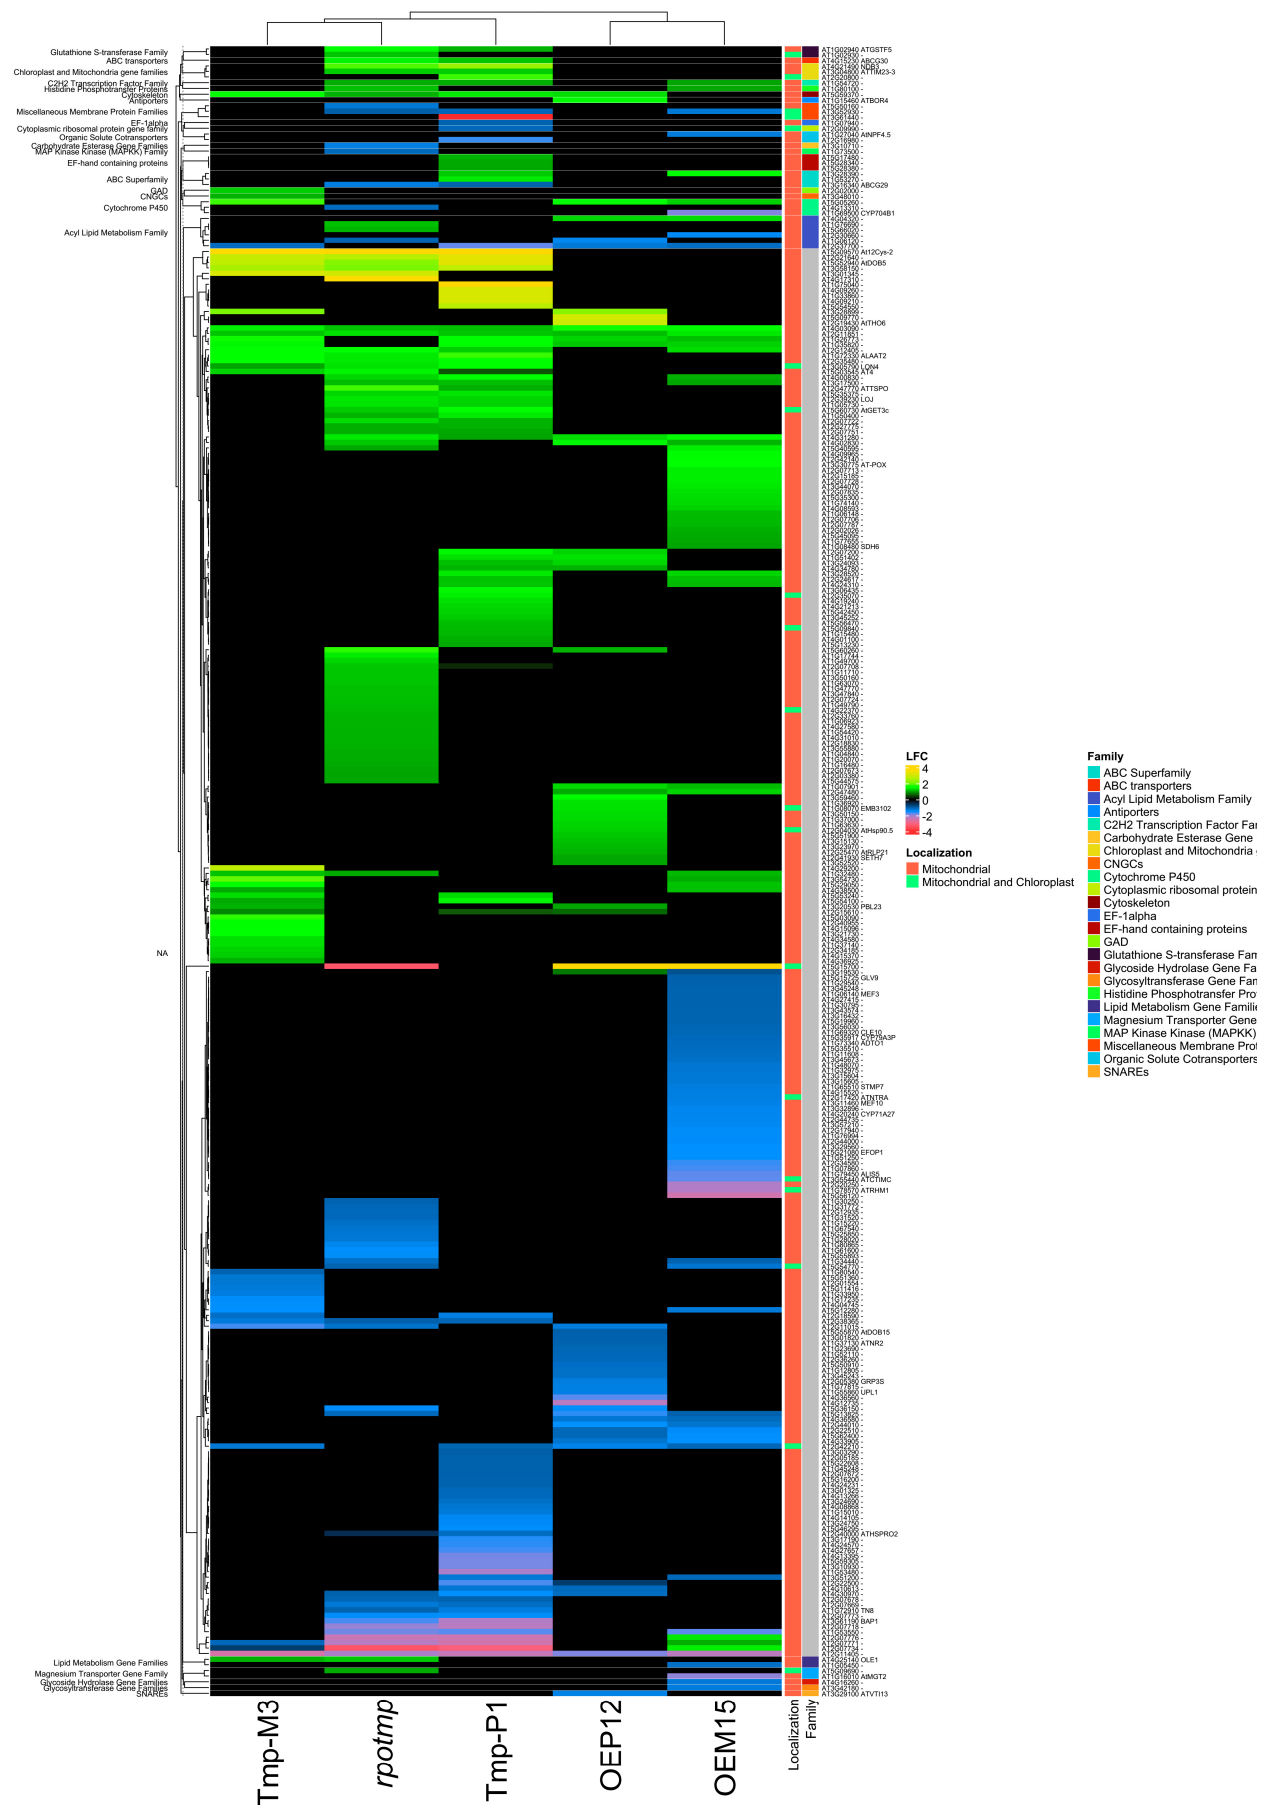

**Figure S7.** Differential expression of nuclear genes encoding mitochondrial proteins in studied lines.

Heatmap of mitochondrial proteins transcripts encoded by the nuclear genes in knockout mutant *rpotmp* and in lines with RPOTmp overexpression (OEM15 and OEP12) and RPOTmp function complementation (Tmp-M3 and Tmp-P1) is presented. The color key representing LFC-to-color transversion is provided. Right side annotation represents protein localization, and gene families.

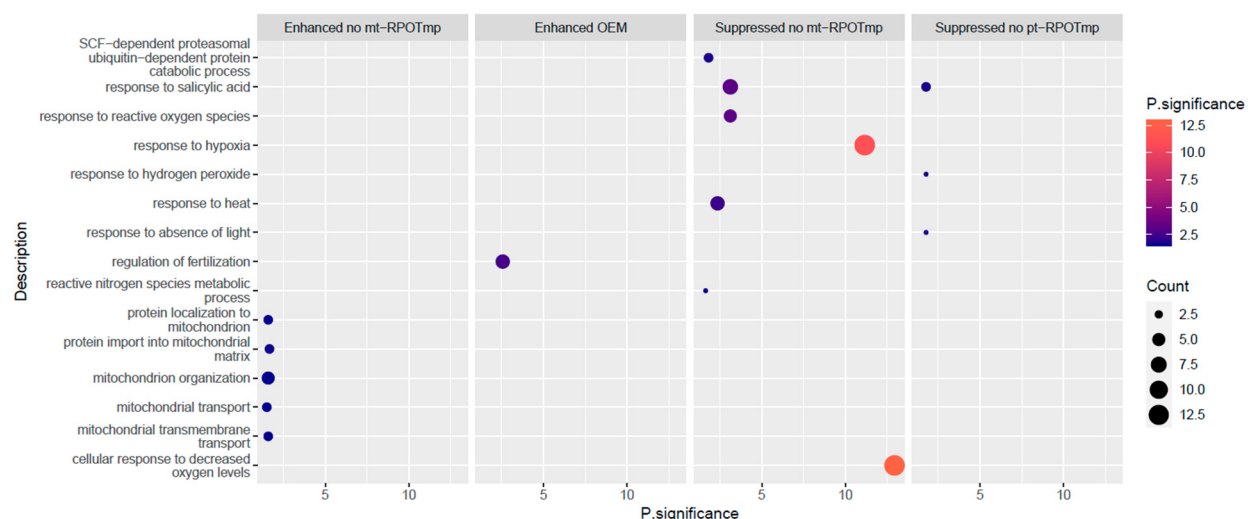

**Figure S8.** Go terms enrichment analysis of genes identified as possible retrograde regulation response to altered amount of RPOTmp in organelles. “Enhanced no mt-RPOTmp” and “Suppressed no mt-RPOTmp” stands for enhanced and suppressed DEGs of both *rpotmp* mutant and Tmp-P1 that were absent from DEGs of OEM15 and OEP12. “Enhanced OEM” stands for enhanced DEGs of OEM15 that are absent from DEGs of OEP12, Tmp-P1 and *rpotmp*. “Suppressed no pt-RPOTmp” stands for suppressed DEGs of both Tmp-M3 and *rpotmp* that were absent from DEGs of OEM15 and OEP12.

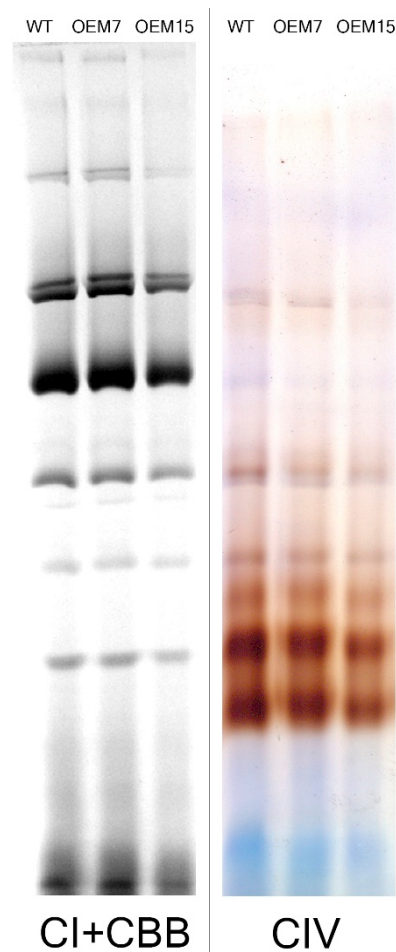

**Fig. S9.** Activity of respiratory complex IV in the OEM lines.

BN-PAGE electropherograms of protein complexes solubilized from the mitochondrial membranes of the wild type (C), OEM7 and OEM15 lines. Protein complexes were stained using complex IV activity staining (CIV) or by CBB (Coomassie Brilliant Blue) after complex I activity staining (CI+CBB).

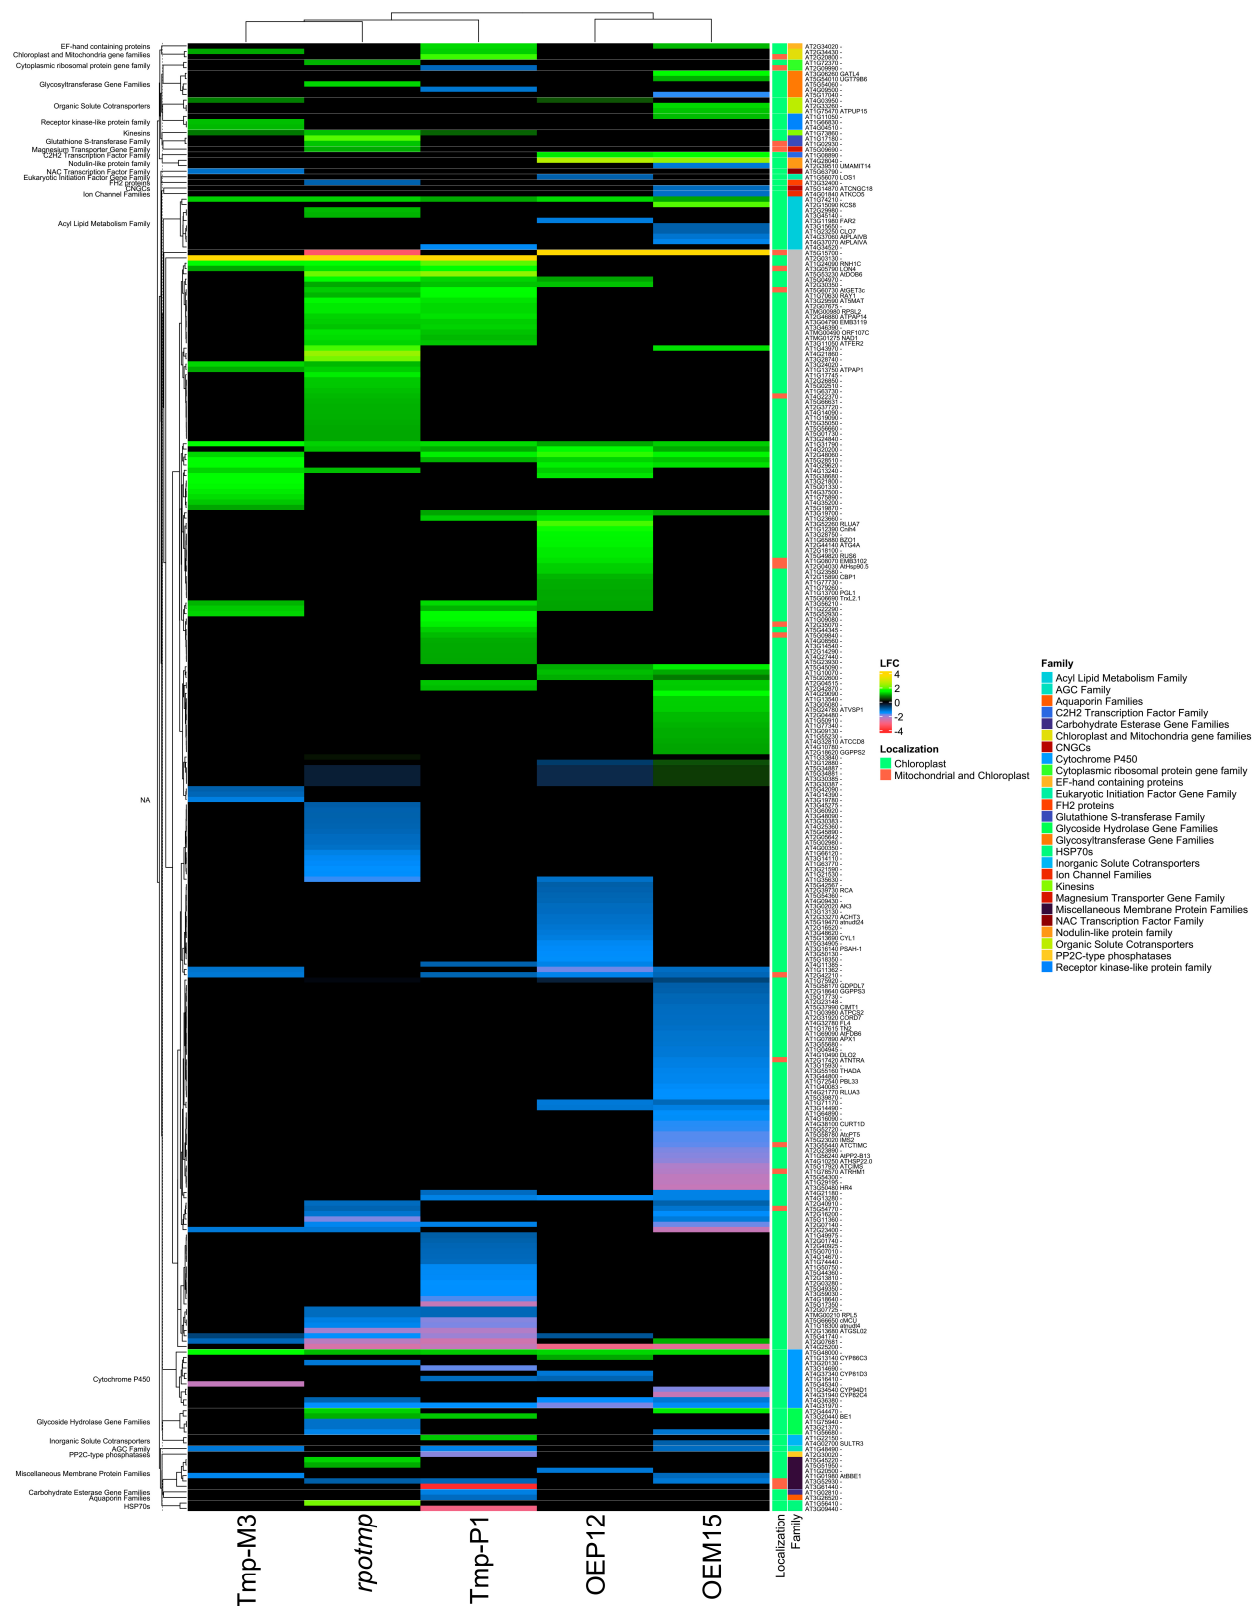

**Figure S10.** Differential expression of nuclear genes encoding chloroplast proteins in studied lines.

Heatmap of chloroplasts proteins transcripts encoded by the nuclear genes in knockout mutant *rpotmp* and in lines with RPOTmp overexpression (OEM15 and OEP12) and RPOTmp function

complementation (Tmp-M3 and Tmp-P1) is presented. The color key representing LFC-to-color transversion is provided. Right side annotation represents protein localization, and gene families.

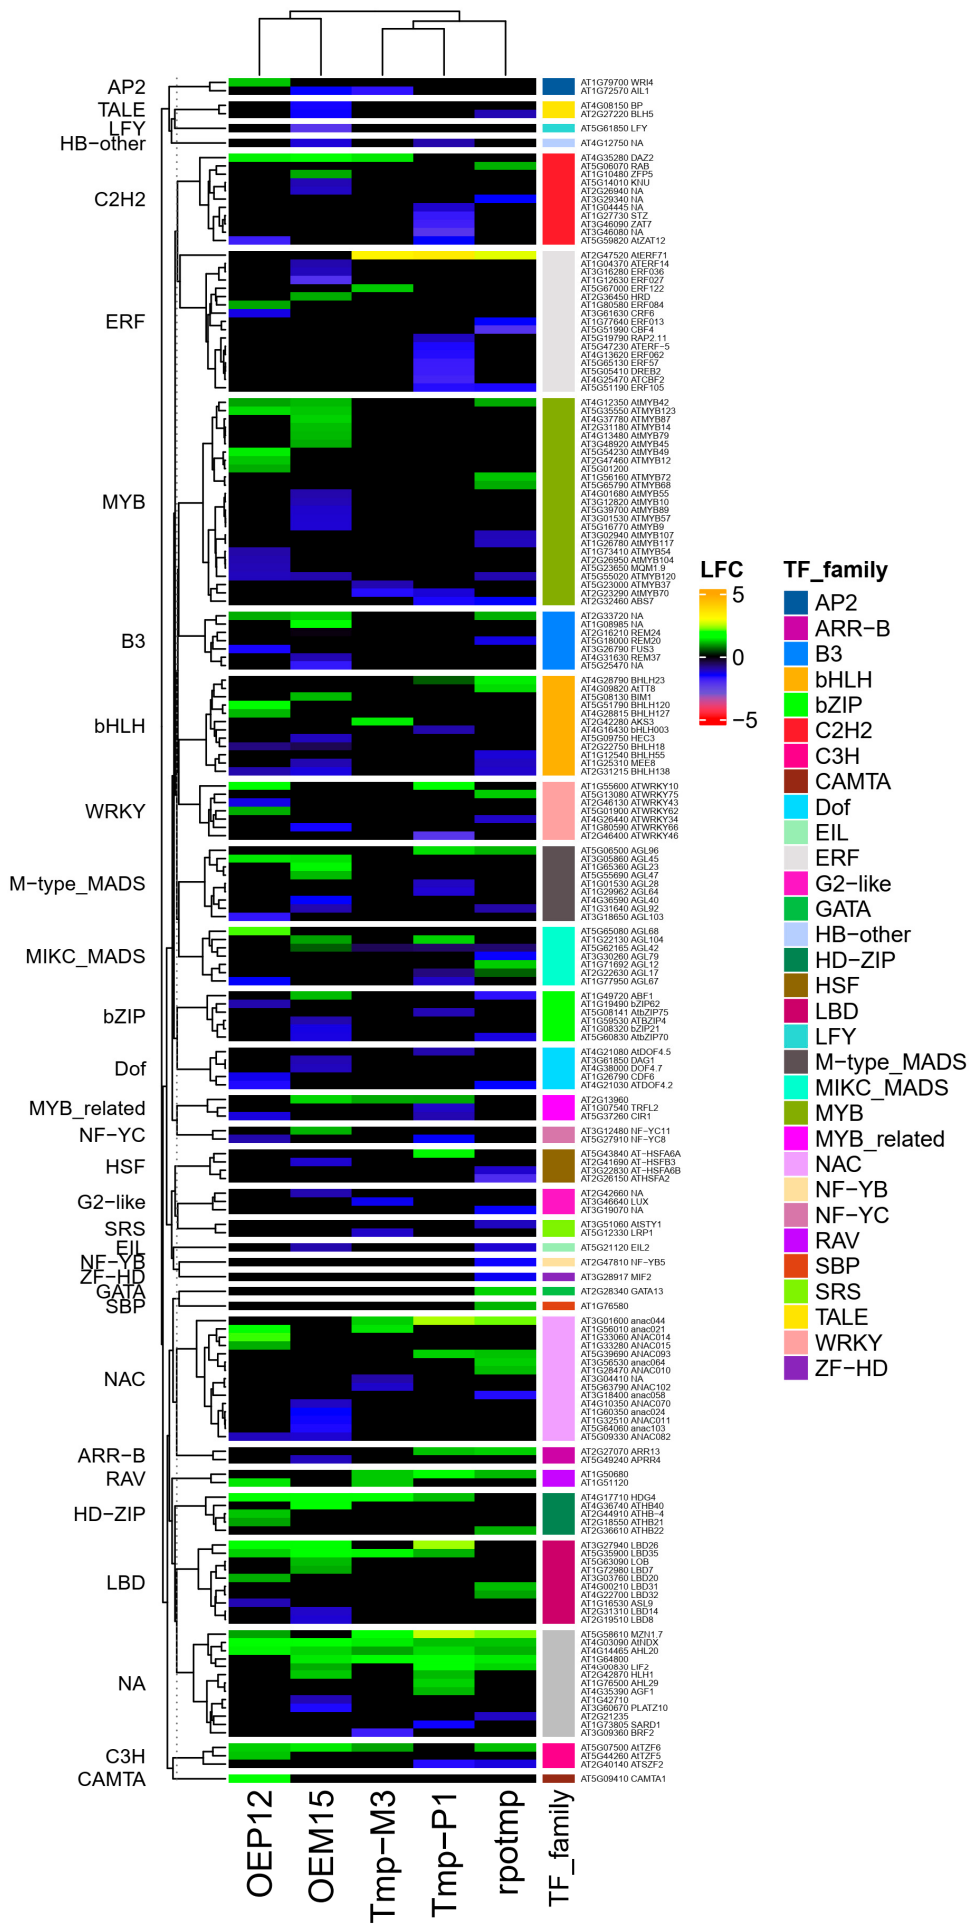

**Figure S11.** Differential expression of nuclear genes encoding transcription factors in studied lines.

Heatmap of nuclear genes encoding transcription factors in knockout mutant *rpotmp* and in lines with RPOTmp overexpression (OEM15 and OEP12) and RPOTmp function complementation (Tmp-M3 and Tmp-P1) is presented. The color key representing LFC-to-color transversion is provided. Right side annotation represents transcription factors family.

How the deposited data were processed for this re-analysis (not part of the article)

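RNA of 12-day-old plants of 8 lines (rosette leaves by the paper's methods, seedlings by the sample labels) was compared with RNA of Col-0 on 24 Agilent 2-colour arrays, 3 per line, with the line in red and Col-0 in green on every array. The 5 lines of the paper's microarray section (OEM15, OEP12, rpotmp, Tmp-M3 and Tmp-P1) make up the main comparison with 15 arrays. The other 3 deposited lines (OEM20, OEP5 and Tmp-M11) are used in the closing section and, where said, in a fit of all 8 lines. The arrays of a line are analytical replicates by their labels, and no separate Col-0 array is used, so every ratio is against the Col-0 RNA on the same array.

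The authors scanned the arrays and extracted them with Feature Extraction, which subtracted background, removed spatial and multiplicative trends, and normalized the dyes within each array by a linear and a LOWESS step on rank-consistent spots. The deposited array files give these signals as intensity, and the deposited series table gives the mean log2 ratio of line over Col-0 for each line, as made by the authors. The deposited array files also hold a log10 ratio of the processed signals, computed within each array by the authors' Feature Extraction run, which no test here uses. Per-sample columns of the series table that were not matched to a line number 0. Log ratios computed here from the dye-normalized intensities lie within 0.01 of the deposited mean log2 ratios for 43486 to 43581 of 43603 probes per line, with correlations of 0.993 to 1.

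Each array has 45220 spots, of which 43803 are not controls. Control spots and spots that Feature Extraction marks as outliers were left out, and replicate spots of a probe were averaged, which leaves 328 missing values over the 24 arrays and 0 saturated spots. Between 37.6 and 76.4 % of the spots of an array are well above background in green, the lowest on OEP5 replicate 3, and between 61.8 and 68.6 % in red. The number of arrays limits the precision.

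Probe positions are those of the array design on TAIR10. Of 43603 probes, 36737 have a locus: 34348 through an accession in the file matched to the table of gene names, 1626 by the gene name, 49 by the description and 714 by a symbol in the file, and 6866 have none. There are 136 probes on the mitochondrial genome and 96 on the plastid genome, and 94 further probes lie in the nuclear copy of mitochondrial DNA on chromosome 2 or belong to mitochondrial genes listed in the paper.

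The log2 ratios were fitted with limma (lmFit with a coefficient per line, then eBayes), and each line's mean was tested against 0. A probe is called when its log2 ratio is above 1 or below -1 and its Benjamini-Hochberg adjusted p, adjusted within the line, is under 0.2. No filter on dim probes was used. Gene sets were tested for a shift in a single direction with fry, and with camera using an estimated correlation between genes, over 30 tests of 6 sets in 5 lines, adjusted together. Where a mixed p of fry is given, it disregards direction. The lists are 39 core hypoxia genes, 16 genes of the mitochondrial dysfunction stimulon, 25 genes of the rapid touch and wound response, the mitochondrial-genome probes, the plastid-genome probes and the 18 probes named for a mitochondrial locus, the last chosen after the data were seen. The hypoxia, stimulon and touch and wound lists were written down from general knowledge of these responses before the array files were read, and were not checked against a published table.

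Differences between lines were fitted with all 8 lines, and again with the slide as a fixed block, which was chosen after seeing the data. For those of 3 arrays against 3, all 10 splits of the 6 arrays were fitted as well, and for 4 lines against 4 all 35 splits. The shared Col-0 was weighed in 20 simulations of unchanged lines, with a Col-0 that varies as much as a line. The fit was tested on simulated data of 43424 probes with a shift of log2 2 in 200 probes per line, or 400 in OEM15. It recovered 94.2 % in OEM15, 93 % in OEP12, 96.5 % in rpotmp, 93 % in Tmp-M3 and 93.5 % in Tmp-P1, and called 31, 24, 15, 20 and 25 unchanged probes. The noise in these data was independent between arrays, with no shared Col-0 and no slide effect. In the simulations with a shared Col-0 an unchanged line had 789 calls on average, so the low counts do not carry over to the real arrays. Of 99 random sets in the simulated OEM15 arrays, 6 had a fry p under 0.05.

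The genes named are those the paper names for its arrays, 129 in all, of which 116 have a probe and 39 have several, and for each line the 3 called probes that rose most and the 3 that fell most with the same sign on all arrays and a channel well above background on all arrays. Of several probes of a gene the brightest is used, and another probe is given where its call is not the same, as for 27 of 310 pairs of gene, line and probe. Where a channel is at background, the fold is given as a bound, and where both are, as a call only. The lists of genes in the paper's supplement were taken as they are, for localization and families, and the supplement gives part of the table of all calls.

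The alternatives were other signals (processed signals, normexp with an offset of 50 followed by loess, loess, Aquantile), a filter on dim probes, all 8 lines or each line alone in the fit, blocks for slide and array number, other limits and adjustments of p, eBayes with trend and robust settings, loci in place of probes, another reference, and leaving out each array. Gene Ontology terms and genes without a probe (accD, clpP, rpoB, rbcL, ycf3, psbA, petB, cox3 and several open reading frames) were not analysed here. Tools were R 4.3.3, limma 3.58.1, statmod 1.5.0, data.table 1.17.8 and jsonlite 2.0.0.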

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

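The tests of a mislabelled or mixed sample, of ordinary spread between arrays, of a slide batch in single arrays and in the mitochondrial-genome probes of OEM15, of the profile of rpotmp on slides without an rpotmp array, and of the other CYSC1 probe were chosen after the result was seen, and the remaining tests before. With 3 arrays against 3 there are 10 splits, too few for their count to exclude chance whatever the values are, and the adjusted p of the fit is the test of a difference. The contrasts with the slide as a fixed block were added after seeing the data, and lines of the 2 groups of slides meet there only through slide 6.

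Tested between lines rather than against Col-0, 19 probes differ between OEM15 and OEP12 (18 higher in OEM15, 12 of the 19 on the mitochondrial genome), and 1 of the 10 splits, the real one, reaches that number. Off the mitochondrial genome they include KNAT1 (-1.55) and LOB (1.31). They also include AT2G07734 (1.97), in the nuclear copy of mitochondrial DNA, and AT2G07787 (1.55) and AT2G07669 (1.32) on the same chromosome. Probes in that copy can carry signal from either genome. The contrast keeps OEP12 replicate 3, which may be mislabelled and follows the rpotmp profile on the mitochondrial genome (0.82). It was not run without that array. A fixed slide block gives 43, 15 of them on the mitochondrial genome. The rise on the mitochondrial genome could reflect a slide batch, but over all 136 probes the median on each OEM15 array lies at least 0.58 above those of the other arrays of its slide, which differ from each other by at most 0.42 (lowest OEM15 array 0.42, highest of the 7 others 0.20). The paper's explanation, RPOTmp sent to mitochondria in OEM15 and to chloroplasts in OEP12, was not tested apart from OEM20, the other line with the mitochondrial construct, where 5 probes of this genome are called higher and 28 lower.

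OEM15 and OEM20 carry the same construct and differ at 86 probes (80 higher in OEM15, 40 on the mitochondrial genome), with 1 of 10 splits reaching that number. OEM20 itself, a line the paper does not analyse by array, has 779 called probes. Over the probes called in OEM15, OEM20 correlates with OEM15 at 0.70 across probes, and at -0.28 once the shift common to the lines is removed. Other lines give 0.76 and -0.09 (OEP12) and 0.70 and -0.29 (OEP5). Removing a mean makes such values negative by construction, so that a line or array effect of OEM15 alone cannot be told apart from other causes by them. On the array labelled OEM20 replicate 3 both CYSC1 probes are low (-5.30 and -5.02), and 3 of 3 marker probes of Tmp-P1 are at Tmp-P1's level. A mislabelled sample may explain this (3 of 3 probes). A slide batch is not borne out, since the lower ratio on the other arrays of that slide is -0.03 for the first CYSC1 probe and -0.09 for the other, and a mixed sample is not borne out, since -5.30 lies within the range of the Tmp-P1 arrays (-5.22 to -5.83), with the other probe at -5.02 beside -5.05 to -5.32. RPOTmp is at 3.91 on that array, above the 0.68 to 2.66 of Tmp-P1. It ranges from 1.18 to 4.5 within Tmp-M3, so this level does not settle whether arrays were swapped. No array was relabelled.

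OEP12 and OEP5 carry the same construct and differ at 52 probes (25 higher in OEP12, 27 lower; 3819 unadjusted), with 1 of 10 splits reaching that number, and OEP5, not analysed by array in the paper, has 1164 called probes. The fixed slide block gives 630. Over the probes called in OEP12 the correlation of OEP5 with OEP12 is 0.75, and -0.34 with the common shift removed, negative by construction in the same way, so that a line or array effect of OEP12 alone cannot be told apart from other causes. The array labelled OEP12 replicate 3 differs from the other arrays of the line: 2 of 2 marker probes of Tmp-M11 are at Tmp-M11's level (QQS at 3.31, against 3.72 and 3.98 on Tmp-M11 replicates 1 and 2) and 0 of 5 marker probes of OEP12 at OEP12's. A mislabelled sample may explain this (2 probes), and a slide batch is not borne out, since the higher of the QQS ratios on the other arrays of the slide is -0.16. RPOTmp is at 3.98 on OEP12 replicate 3, above the 0.78 and 2.68 on Tmp-M11 replicates 1 and 2. It is also below the 6.74 and 7.7 on OEP12 replicates 1 and 2. RPOTmp ranges from 1.18 to 4.5 within Tmp-M3, so its level does not decide between the lines. Without OEP12 replicate 3 the line has 1617 calls in place of 808.

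Tmp-P1 and rpotmp differ at 4 probes, all lower in Tmp-P1, and Tmp-M3 and Tmp-P1 at the same 4, the probes of CYSC1 and CYP72A15, named after their values were seen. In the splits, 3 of 10 reach that number for Tmp-P1 and rpotmp (highest 66) and 1 of 10 for Tmp-M3 and Tmp-P1. Failure of a single probe is not borne out, since the other CYSC1 probe is at -5.15. Under the fixed slide block 6 and 19 probes differ. No biological explanation of this loss was tested.

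OEM15 and rpotmp differ at 157 probes (93 higher and 64 lower in OEM15, 47 on the mitochondrial genome; 1 of 10 splits), and OEP5 and rpotmp at 47 (22 higher, 25 lower, 1 on the mitochondrial genome; 1 of 10 splits). In contrast limma has 0 differences between Tmp-M3 and rpotmp (1287 unadjusted), Tmp-M3 and Tmp-M11 (2599) and OEM20 and rpotmp (1221), where 10 of 10 splits reach the number. Under the fixed slide block these 3 contrasts have 10 (5 on the mitochondrial genome, all 10 higher in Tmp-M3), 566 and 7 probes, so that the 0 between Tmp-M3 and rpotmp depends on leaving the slide out. That 0 also leaves out RPOTmp, which was put back in Tmp-M3, so it does not show that the lines are alike. OEM15 and rpotmp share no slide, and with the block 11 probes differ, 0 on the mitochondrial genome by limma (61 unadjusted), while OEP5 and rpotmp differ at 51. Both of these contrasts rest on slide 6, whose arrays may be mislabelled. A slide or array batch is not borne out as the source of the mitochondrial-genome profile of rpotmp, since on slides without an rpotmp array 5 arrays of OEM20 and OEP5 correlate with it at 0.60 to 0.89, and 5 arrays of OEM15 and OEP12 on the same slides at -0.50 to 0.12.

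Tmp-M11, a line the paper does not analyse by array, has 794 called probes (401 higher, 393 lower). On the array labelled Tmp-M11 replicate 3, 0 of 2 marker probes of Tmp-M11 and 1 of 5 of OEP12 are at those lines' level, with RPOTmp at 7.94. Ordinary spread between arrays is not borne out: the correlation with the rpotmp profile on the mitochondrial genome is 0.17 on that array, against 0.80 and 0.61 on Tmp-M11 replicates 1 and 2, a fall of 0.44 where the largest range within a line off slide 6 is 0.29, and AT12CYS-2 is at -0.82, against 2.60 and 3.98, a fall of 3.42 where the largest such range is 2.30. UPOX1 (-0.64, against 2.17 and 3.66) and QQS (-0.44, against 3.72 and 3.98) differ as well. A mislabelled sample may explain this (0 of 2 marker probes), although the marker count by itself says little, since Tmp-M3 replicate 3 has 0 of 4 and OEP5 replicate 3 has 1 of 4 of the markers picked from the other arrays of their line (Tmp-P1 2 of 3, 4 of 4 and 3 of 3). The test does not say which line it is, since the values point both ways. RPOTmp (7.94) and the correlation on the mitochondrial genome (0.17) lie near OEP12 replicates 1 and 2 (6.74 and 7.7, 0.08 and 0.12). Only 1 of 5 OEP12 marker probes does. Further causes were not tested. Tmp-M11 replicate 3, OEM20 replicate 3 and OEP12 replicate 3 share slide 6, and an exchange of labels on that slide was not tested as a whole.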

How the results depend on the processing

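The alternatives were chosen before the data were examined, apart from the count over probes named for a mitochondrial locus and the slide as a fixed block in the contrasts of 2 lines, which were chosen after seeing the data. Where a result changed, the cause was not tested unless stated. Counts are calls in OEM15, OEP12, rpotmp, Tmp-M3 and Tmp-P1, in this order. The overlaps, in order, are OEM15 with OEP12, Tmp-M3 with rpotmp, OEM15 alone (in none of OEP12, Tmp-P1 and rpotmp), rpotmp with Tmp-P1 (in neither overexpressor) and rpotmp with Tmp-M3 (in neither overexpressor).

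The processed signals and Aquantile scaling changed no call of a named gene and no count beyond 1.5 times. Loess within arrays kept the calls per line and the overlaps within that range, but moved the probes called higher in rpotmp and in no other line from 276 to 174, and moved the split of calls: 366 higher and 589 lower in rpotmp (from 538 and 486), 337 and 396 in OEP12 (from 454 and 354), and the rotation p of the mitochondrial-genome probes in Tmp-P1 to 0.0475. Normexp and loess left 19, 51, 42, 33 and 139 calls, overlaps of 2, 4, 11, 11 and 2, and 7, 1, 8, 3 and 15 calls on the mitochondrial genome, with 15 higher and 4 lower in OEM15, 33 and 9 in rpotmp and 37 and 102 in Tmp-P1. Under it the stimulon p in rpotmp was 0.0955, 2989 probes were higher in all 8 lines (from 5732), and the correlation of OEM20 with OEM15 was 0.47. Of 160 gene and line values 37 were no longer called under it and 2 newly called.

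Filtering dim probes left 239, 203, 321, 74 and 355 calls, overlaps of 39 (OEM15 with OEP12), 49 (Tmp-M3 with rpotmp), 145 (OEM15 alone) and 35 (rpotmp with Tmp-M3), a mitochondrial-genome p of 0.0491 in Tmp-P1, a correlation of OEM20 with OEM15 of 0.35, and 2217 probes lower in all 8 lines (from 4123). Fewer probes are tested by construction, and of the 4418 calls over the lines 19.6 % are well above background in a channel on all 3 arrays. Signal over background therefore limits most calls. On the mitochondrial genome the filter left 33, 2, 35, 7 and 30 calls.

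With all 8 lines in the fit, the touch and wound p in Tmp-M3 was 0.0389 and the mitochondrial-genome p in Tmp-P1 0.0273, and no count moved beyond 1.5 times. With each line fitted alone on 3 arrays, limma called 0, 0, 0, 0 and 1 probes (6072, 4763, 4494, 6776 and 5995 at an unadjusted p under 0.05), with all 5 overlaps at 0 and 0 calls on the mitochondrial genome in every line (77, 18, 63, 58 and 72 unadjusted). In that fit the stimulon p in OEM15 was 0.00643, the hypoxia p in Tmp-M3 0.0275 and the touch and wound p in Tmp-M3 0.00747.

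With the slide as a random block, OEP12 had 0 calls on the mitochondrial genome (26 unadjusted by limma) and no other count moved beyond 1.5 times. With the slide as a fixed block, OEP12 had 1291 calls and Tmp-M3 841, Tmp-M3 and rpotmp shared 233 and, in neither overexpressor, 101, and OEP12 had 0 calls on the mitochondrial genome (34 unadjusted). The stimulon p was then 0.0128 in OEP12, 0.000405 in rpotmp, 0.000806 in Tmp-M3 and 0.000529 in Tmp-P1, the hypoxia p 0.0135 in rpotmp and 0.037 in Tmp-P1, both upward, and the correlations of OEM20 with OEM15 and of OEP5 with OEP12 were 0.85 and 0.84. Among the 15 arrays, OEP12 replicate 3 and OEM15 replicate 1 are each alone on a slide, so this block takes up their deviations. By construction it also leaves the mean ratios of rpotmp, Tmp-M3 and Tmp-P1 as they are, since each has an array on each of the same 3 slides. Same-numbered arrays of these 3 lines share a slide and correlate at 0.12 to 0.55 (9 pairs), and the 21 other pairs of same-numbered arrays at -0.31 to 0.25, so that the numbers do not pair the lines as a whole. With array number as a replicate block the counts were 1287, 882, 1080, 501 and 947, and it moved no count beyond 1.5 times.

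In the contrasts of 2 lines, the slide as a fixed block moved OEM15 and OEP12 from 19 to 43 probes, OEP12 and OEP5 from 52 to 630, Tmp-M3 and Tmp-M11 from 0 (2599 unadjusted by limma) to 566, Tmp-M3 and rpotmp from 0 (1287 unadjusted) to 10, Tmp-M3 and Tmp-P1 from 4 to 19, OEM20 and rpotmp from 0 (1221 unadjusted) to 7, and OEM15 and rpotmp from 157 to 11. The last 2 pairs share no slide, and each contrast between the groups of slides rests on slide 6, whose arrays may be mislabelled. OEM15 and OEM20 (86 to 109), Tmp-P1 and rpotmp (4 to 6) and OEP5 and rpotmp (47 to 51) stayed within 1.5 times.

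At an adjusted p under 0.05 the calls were 222, 8, 273, 28 and 253, the overlaps 7, 16, 150, 96 and 8, and the calls on the mitochondrial genome 22 in OEM15 and 0 in OEP12 and Tmp-M3 (25 and 53 at an unadjusted p under 0.05), and OEP5 correlated with OEP12 at 0.89. At an unadjusted p under 0.2, OEP12 had 1487 calls, Tmp-M3 1407 and Tmp-P1 1456, with overlaps of 346 (OEM15 with OEP12), 359 (Tmp-M3 with rpotmp) and 145 (rpotmp with Tmp-M3), and 5 calls on the mitochondrial genome in OEP12. Adjusting over all lines together gave Tmp-M3 829 calls and the overlap of rpotmp with Tmp-M3 outside the overexpressors 87. Trend and robust eBayes gave OEP12 417 calls and Tmp-M3 85, overlaps of 1.2e2 (OEM15 with OEP12, rounded), 35 (Tmp-M3 with rpotmp) and 16 (rpotmp with Tmp-M3), and 0 and 1 calls on the mitochondrial genome in OEP12 (20 unadjusted by limma) and Tmp-M3. Loci in place of probes gave 687, 480, 594, 244 and 527 calls, overlaps of 1.2e2 (rounded), 79, 442, 94 and 31, and 7, 0, 5, 0 and 3 calls on the mitochondrial genome (3 in OEP12 and 9 in Tmp-M3 unadjusted). The probes named for a mitochondrial locus gave 3, 0, 4, 0 and 2.

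Against the mean of the other 7 lines, limma called 115, 0, 2, 0 and 17 probes (2085 in OEP12 and 1878 in Tmp-M3 unadjusted), with overlaps of 0, 0, 104, 0 and 0, and on the mitochondrial genome 0 in OEP12, rpotmp and Tmp-M3 (33, 39 and 7 unadjusted) and 8 in Tmp-P1. The stimulon p was 0.0109, 0.00673, 0.0517, 0.153 and 0.13 and the hypoxia p in Tmp-M3 0.0437. By construction a change that most lines share is removed: RPOTmp went to -0.56 in Tmp-M3 and -1.46 in Tmp-P1, the chromosome 1 probe A_84_P796276 to 0.06 in OEM15 and 0.69 in Tmp-M3, and the correlation of OEM20 with OEM15 to -0.82.

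Leaving out each array in turn gave 483 (without OEM15 replicate 2) to 1275 calls in OEM15, 13 (without OEP12 replicate 1) to 1617 (without OEP12 replicate 3) in OEP12, 614 (without rpotmp replicate 3) to 1354 in rpotmp, 29 (without Tmp-M3 replicate 1) to 147 in Tmp-M3 and 438 (without Tmp-P1 replicate 1) to 720 in Tmp-P1. The overlaps ranged from 8 (without OEP12 replicate 1) to 262, 13 (without Tmp-M3 replicate 1) to 155, 288 (without OEM15 replicate 2) to 914, 82 (without Tmp-P1 replicate 3) to 201 and 2 (without Tmp-M3 replicate 1) to 89. On the mitochondrial genome OEM15 had 15 (without replicate 2) to 42 calls, OEP12 0 to 2 and Tmp-M3 0 without any of its arrays (30, 31 and 47 unadjusted), while rpotmp had 29 to 36 and Tmp-P1 25 to 35. The stimulon p ranged from 0.000157 (without OEP12 replicate 3) to 0.602 in OEP12, 0.0266 to 0.0834 (without Tmp-M3 replicate 1) in Tmp-M3 and 0.0401 to 0.0688 (without Tmp-P1 replicate 2) in Tmp-P1. The touch and wound p in Tmp-P1 ranged from 0.0196 (without replicate 2) to 0.642 and its mitochondrial-genome p from 0.0219 (without replicate 1) to 0.254. The correlation of OEP5 with OEP12 was 0.58 (without OEP12 replicate 3) to 0.81 and that of Tmp-M11 with Tmp-M3 0.73 to 0.97.

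The rotation p of the mitochondrial-genome probes in OEM15 stayed between 0.000825 and 0.00791 when an array was left out, and the stimulon p in rpotmp between 0.00387 and 0.0437. For the 4 lines in the knockout background against the 4 in the Col-0 background, limma had 0 probes at an adjusted p under 0.05 in each fit tried (as reported, with loess, with dim probes filtered and with a line left out; the other settings were not run for it), with 3435 unadjusted in the fit as reported, 3480 with loess, 2779 with dim probes filtered and 2708 to 3926 when a line was left out.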

Differences from the paper's values

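Of 49 values of the paper that were also computed here, 46 lie within 1.5 times and 5 are equal. Counts that start from a list in the paper's supplement cannot exceed that list. The 16 settings of the alternatives were set before the data were examined.

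For probes or genes lower in Tmp-P1 and in no other line, the paper gives 132 and the count here is 276. Leaving out an array of Tmp-P1 lowers it to between 95 (without replicate 1) and 231 (without replicate 2). The count falls within 1.5 times of the paper's with dim probes filtered and with loci in place of probes, and not under the other 14 settings.

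For genes of mitochondrial proteins among those suppressed in OEM15 and in none of OEP12, Tmp-P1 and rpotmp, the paper gives 22 and 13 of them meet the rule here. The count falls within 1.5 times with array number as a replicate block, and not under the other 15 settings.

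For genes of chloroplast proteins suppressed in OEP12 alone, the paper gives 11 and the count here, for OEP12 and none of OEM15, rpotmp and Tmp-M3, is 17. Counted as called in that direction in no other of the 5 lines it is 16, within 1.5 times. The first count falls within 1.5 times with trend and robust eBayes and with loci in place of probes, and not under the other 14 settings.

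The paper states that HRG1 rose in rpotmp, Tmp-P1 and Tmp-M3. Here its brightest probe is at 1.04, 1.12 and 1.25 and is not called. It is called in all of these lines with the slide as a fixed block and at an unadjusted p under 0.2, and the other probe of the gene is called in rpotmp (1.34) and Tmp-P1 (1.74) but not in Tmp-M3 (1.18).

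The paper states that ABF1 rose in OEM15. Its ratio here is 0.47, under the fold limit of 1, and it is called under none of the settings.

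The paper states that hypoxia-related processes were suppressed in all lines, by Gene Ontology terms. The fixed list of 39 genes used here has medians of 0.03 in OEM15, 0.04 in OEP12, 0.12 in rpotmp, -0.05 in Tmp-M3 and 0.03 in Tmp-P1. A fall past an unadjusted p of 0.05 appears only in Tmp-M3, with each line fitted alone (0.0275) and against the mean of the other 7 lines (0.0437), and a rise appears in rpotmp (0.0135) and Tmp-P1 (0.037) with the slide as a fixed block.

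The paper states that no AOX gene was among its differential genes. AOX1A is not called here either, but it is called lower in OEP12 with normexp and loess (-1.28), dim probes filtered, the slide as a fixed block (-1.26), an unadjusted p under 0.2, adjustment over all lines together and loci in place of probes.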

Other observations

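The tests for RNA of another line in place of OEM20 and OEP5 were chosen after the result was seen, and the others before.

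On the mitochondrial genome OEM20 and OEP5 follow rpotmp rather than OEM15: OEM20 has 5 probes called higher and 28 lower and correlates with rpotmp at 0.94 (slope 0.80) across the 136 probes, OEP5 has 3 and 21 and correlates at 0.88 (slope 0.65), and Tmp-M11 has 3 and 1 and correlates at 0.80 (slope 0.39). OEP12 has a correlation of 0.56, which comes from OEP12 replicate 3 (0.08, 0.12 and 0.82 on its arrays), and Tmp-M11 has 0.80, 0.61 and 0.17 on its arrays. In OEM20 and OEP5, cox1 is at -1.62 and -1.68, matR at -2.32 and -1.93, rrn26 at 2.08 and 2.04 and AT12CYS-2 at 3.39 and 3.88 (in OEP5 red and green are above background on 2 of 3 arrays for matR, and green for AT12CYS-2). RNA of rpotmp in their place is not borne out, since RPOTmp is at 3.64 or more on all 6 arrays of these lines (means 3.98 and 5.32), and RNA of Tmp-P1 or Tmp-M11 in their place is not borne out either, since 1 of 25 pairs of marker probe and array is at the level of those lines. The 25 pairs cover 5 of the 6 arrays: OEM20 replicate 3, left out there, is at Tmp-P1's level on 3 of 3 probes, so that the exclusion does not hold for that array. No biological explanation of this profile was tested.

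AT12CYS-2, ANAC044 and the stimulon genes are raised in rpotmp, Tmp-P1 and Tmp-M3. Loss of RPOTmp in mitochondria cannot be told apart from other causes here: AT12CYS-2 is at 3.85 in Tmp-M3, but the mitochondrial-genome profile of Tmp-M3 still follows rpotmp (correlation 0.86, slope 0.46), so that the loss may be made good only in part.

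Across all 8 lines, 5732 probes are higher and 4123 lower on the mean of every line. Dye bias of single probes may give such a shift. At the 5171 loci with at least 2 bright probes, sibling probes correlate at 0.62 in the common shift (0.61 in the line-specific part). Dye bias alone is therefore unlikely to make most of the shift of bright probes. Dim probes were not covered by this test. A difference of the shared Col-0 RNA is not told apart from an effect of all lines. The chromosome 1 probe A_84_P796276 is near -4 in every line and is among the 4123 lower probes.

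Calls in single lines may largely be noise of dim probes: 19.6 % of the 4418 calls over the 5 lines are well above background in a channel on all 3 arrays, against 63.8 % of all probes.

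Arrays of a line are no more alike by the median than arrays of other lines: 24 pairs of the same line correlate at 0.09 to 0.37 (median 0.20), 31 pairs of other lines on the same slide at 0.18 to 0.72 (median 0.37) and 221 pairs on other slides at -0.08 to 0.57 (median 0.20). A slide effect tested over the 24 arrays passes the adjusted limit for 1825 probes, and over the 15 arrays for 0 (6838 unadjusted by limma).

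The 4 lines in the knockout background and the 4 in the Col-0 background differ at 3435 probes at an unadjusted p under 0.05 and at 0 by the adjusted p (lowest 0.259, and from 0.0628 to 0.545 when a line is left out). Of the 35 splits of the 8 lines, 3 reach as many probes (highest 4269), so that chance is not excluded.

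For genes the paper measures by RT-qPCR, the array gives the following. The NAC genes ANAC013 (0.75 in rpotmp, 0.79 in Tmp-M3, 0.73 in Tmp-P1, -0.68 in OEM15 and -0.76 in OEP12), ANAC017 (0.14, 0.24, 0.12, 0.16 and 0.05), ATAF1 (-0.66 in OEM15 and -0.26 in OEP12) and ANAC055 (0.85 and 0.55) are not called. ANAC102 is not called in OEM15 (-1.21, adjusted p 0.285) but its dimmest probe is called lower in Tmp-M3 (-1.20, adjusted p 0.136). For nad4, in the nuclear copy, OEM15 is at 1.22 (adjusted p 0.0505; 0.88 and not called without OEM15 replicate 2) and rpotmp at -0.70 (adjusted p 0.205). In OEP12, AT12CYS-2 has -0.29, -0.24 and 3.64 on the arrays and UPOX1 -2.07, -1.77 and 3.02.

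For the gene sets not given with a claim, the adjusted p by fry is 0.385 for the stimulon in OEP12 (median -0.81). For the mitochondrial-genome probes it is 0.601 in OEP12, 0.402 in rpotmp, 0.418 in Tmp-M3 and 0.294 in Tmp-P1, and for the plastid-genome probes 0.385 in OEM15, 0.828 in OEP12, 0.797 in rpotmp, 0.638 in Tmp-M3 and 0.828 in Tmp-P1. The 18 probes named for a mitochondrial locus have 0.114 in OEM15, 0.638 in OEP12, 0.687 in rpotmp, 0.646 in Tmp-M3 and 0.638 in Tmp-P1. By camera only the mitochondrial-genome probes in OEM15 pass an unadjusted p of 0.05, at 0.0213 with an adjusted p of 0.64. All of these p are for a shift in a single direction. Regardless of direction, the unadjusted mixed p of fry in rpotmp is 7.48e-09 for the mitochondrial-genome probes and 0.236 for the plastid-genome probes.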
